# The transcriptional programme controlled by Runx1 during early embryonic blood development

**DOI:** 10.1016/j.ydbio.2012.03.024

**Published:** 2012-06-15

**Authors:** Yosuke Tanaka, Anagha Joshi, Nicola K. Wilson, Sarah Kinston, Shinichi Nishikawa, Berthold Göttgens

**Keywords:** Haematopoiesis, Transcriptional control, Early blood development, Runx1, ChIP-Seq, Gene expresssion

## Abstract

Transcription factors have long been recognised as powerful regulators of mammalian development yet it is largely unknown how individual key regulators operate within wider regulatory networks. Here we have used a combination of global gene expression and chromatin-immunoprecipitation approaches during the early stages of haematopoietic development to define the transcriptional programme controlled by Runx1, an essential regulator of blood cell specification. Integrated analysis of these complementary genome-wide datasets allowed us to construct a global regulatory network model, which suggested that key regulators are activated sequentially during blood specification, but will ultimately collaborate to control many haematopoietically expressed genes. Using the CD41/integrin alpha 2b gene as a model, cellular and *in vivo* studies showed that CD41 is controlled by both Scl/Tal1 and Runx1 in fully specified blood cells, and initiation of CD41 expression in E7.5 embryos is severely compromised in the absence of Runx1. Taken together, this study represents the first global analysis of the transcriptional programme controlled by any key haematopoietic regulator during the process of early blood cell specification. Moreover, the concept of interplay between sequentially deployed core regulators is likely to represent a design principle widely applicable to the transcriptional control of mammalian development.

## Introduction

To enhance our understanding of metazoan development, it will be critical to both identify cellular intermediates en route from the pluripotent stem cell to fully differentiated mature lineages, as well as to discover the molecular mechanisms which control individual state transitions as cells journey down a given differentiation trajectory. The development of blood cells from pluripotent embryonic stem cells has served as an important model system (Keller et al., 2002) with several key intermediate cellular stages and major regulatory genes now known (Ottersbach et al., 2010). The Ets family transcription factor Etv2 for example is required for the differentiation of early mesodermal cells into haemangioblasts (Sumanas and Lin, 2006; Lee et al., 2008), an intermediate cell population with both haematopoietic and endothelial potential (Choi et al., 1998). The bHLH transcription factor Scl (also known as Tal1) is subsequently required for the maturation of haemangioblasts into haemogenic endothelial cells (Lancrin et al., 2009), an intermediate cell population with endothelial morphology yet a strong propensity for differentiation into haematopoietic cells. This latter maturation step is controlled by the Runt domain transcription factor Runx1, and importantly this endothelial-to-haematopoietic transition has been shown to require Runx1 activity both in ES cell differentiation as well as mouse embryo *in vivo* studies (Chen et al., 2009; Lancrin et al., 2009).

Despite the accumulating knowledge on key intermediate cellular stages and major regulators, our understanding of the molecular mechanisms that control the important differentiation state transitions during haematopoietic specification remains rudimentary. Since many of the early “decision makers” are transcription factors, identification of their target genes represents a potentially very direct route into deciphering the molecular and cell biological processes underlying haematopoietic cell fate specification. Target gene identification has traditionally been approached by performing gene expression profiling experiments comparing wild type with mutant cells. This approach however does not readily distinguish direct from indirect targets. Chromatin immunoprecipitation (ChIP) experiments identify regions in the genome bound by a given transcription factor, and therefore have the capacity to establish direct regulatory relationships between an upstream transcription factor and its target gene. The recent coupling of ChIP experiments with high-throughput sequencing (ChIP-Seq) has made comprehensive genome-scale identification of transcription factor target genes a realistic undertaking (Barski et al., 2007; Johnson et al., 2007; Robertson et al., 2007). Indeed, ChIP-Seq analysis has now been performed for several key haematopoietic regulators (Cheng et al., 2009; Fujiwara et al., 2009; Wilson et al., 2009, 2010a; Yu et al., 2009; Heinz et al., 2010; Kassouf et al., 2010; Lin et al., 2010; Soler et al., 2010; Li et al., 2011). Importantly however, no reports so far have analysed genome-wide binding patterns in early developmental cell populations. Since ChIP-Seq studies of the same factor in different cell types have shown that binding patterns are largely cell-type specific (Hannah et al., 2011; Palii et al., 2011), it is imperative that such analysis will be performed in early developmental cell populations in order to enhance our understanding of the molecular control of early cell fate specification.

Here we have defined the transcriptional programme controlled by Runx1 during early stages of blood development, using embryonic stem (ES) cell differentiation as a model system. Integrated analysis of expression and ChIP-Seq profiling datasets identified candidate direct Runx1 target genes, where those targets that correlated with Runx1 expression were enriched for biological functions related to haematopoietic development. By contrast, those candidate target genes that were negatively correlated with Runx1 expression were enriched for genes affiliated with non-haematopoietic tissue development. Moreover, integrated analysis of our timecourse data with a newly generated expression dataset for E7.5 Runx1^−/−^ embryos suggested a model whereby core regulatory circuits are activated sequentially during early development, but then function collectively within wider regulatory networks in fully specified blood cells.

## Material and methods

### Cell culture and *in vitro* differentiation of ES cells

Runx1^Venus/+^ ES cells were cultured and differentiated on OP9 cells as described (Hirai et al., 2005). The following mAbs were used for cell sorting: APC–anti-Flk1 (AVAS12), biotin–anti-VE-cadherin (VECD1; followed by streptavidin–PE–Cy7), and PE–anti–CD41 (MWreg30; eBioscience). AVAS12 and VECD1 were prepared and labelled in our laboratory. Cell staining was performed as previously described (Hirai et al., 2005) and dead cells excluded by propidium iodide staining. Runx1^SACRE/LacZ^ ES cells in which a Runx1-LacZ allele (Tanaka et al., 2012) can be reactivated by 4-hydroxy-tamoxifen (4OHT) were generated from E2.5 morulas as described (Bryja et al., 2006; Samokhvalov et al., 2006). Maintenance and differentiation of Runx1^SACRE/LacZ^ ES cells was performed in the same manner as for the Runx1^Venus/+^ ES cells. Following differentiation on OP9 feeder cells, Flk1^+^ cells were collected on day 4 by cell sorting, and then recultured on Collagen type IV dishes with or without 1 μM 4OHT. After 24 h- and 48 h-culture, all cells were harvested and collected for RNA isolation.

### Haematopoietic and endothelial differentiation potential assay

For haematopoietic progenitor (HPC) colony-forming assays, 1000 cells were recultured in methylcellulose media MethoCult GF M3434 (StemCell Technologies). For endothelial differentiation, 1000 cells were recultured on OP9 in the presence of 25 ng/ml recombinant human vascular endothelial growth factor (rhVEGF). Endothelial colonies were determined by immunostaining using anti-CD31 antibody (390) (eBioscience). To monitor B-cell and myeloid differentiation, 500 cells per well were seeded on OP9 monolayer and cultured in α-MEM supplemented with 10% FCS, 50 μM 2-ME, 10 ng/ml IL-7 and 10 ng/ml Flt3L in 24 well dishes. The supernatant was collected and analysed by FACS Aria after 14 days. CD19 and Mac1 were used to detect B cells and myeloid cells, respectively.

### Embryo experiments

E7.5 and E8.5 embryos were dissociated using 0.25% trypsin/EDTA, and single cell suspensions were stained by the indicated antibodies followed by FACS analysis using antibodies against cell surface markers as well as FDG-staining for β-GAL activity. Data were analysed using FACSDiva (BD Bioscience) and FlowJo (Tree Star, Ashland, OR, USA). For microarray analysis FDG/VE-cadherin double positive cells were sorted from E7.5 Runx1^LacZ/+^ and E7.5 Runx1^LacZ/LacZ^ embryos, respectively. Cells were lysed in RLT buffer (Qiagen). RNA was purified using RNeasy micro elute column (Qiagen). Microarray analysis was performed using the SurePrint G3 Mouse GE platform (Agilent Technologies). For whole mount immunostaining, E7.5 Runx1^LacZ/+^ and E7.5 Runx1^LacZ/LacZ^ embryos were fixed by 2% PFA/PBS on ice for 20 min. After washing with PBS, samples were blocked with PBST/2% skimmed milk/1% normal donkey serum overnight. Primary antibody used was anti-CD41 (MWReg30) and secondary antibody used was donkey anti-rat IgG Alexa647 (Invitrogen).

### Quantitative RT-PCR analysis

Cells were lysed in RLT buffer (Qiagen). RNA was purified using RNeasy micro elute column (Qiagen) and used for reverse transcription by SuperScriptIII (Invitrogen). Real time- PCR was performed by PowerSyber Green kit (ABI) using ABI 9700. The following oligonucleotide primers were used for q-PCR: Gfi1b, FW CAGGATGGGGAATCACCACTC, REV GGGGTCTGTGTGTAGCTGT; Cldn5, FW GCAAGGTGTATGAATCTGTGCT, REV GTCAAGGTAACAAAGAGTGCCA; Gata1, FW CAGAACCGGCCTCTCATCC, REV TAGTGCATTGGGTGCCTGC; bH1, FW GAAACCCCCGGATTAGAGCC, REV GAGCAAAGGTCTCCTTGAGGT; bMajor, FW GACCCAGCGGTACTTTGATAGC, REV TGAGGCTGTCCAAGTGATTCA; Runx1, FW GCAGAACTGAGAAATGCTACCG, REV GCAACTTGTGGCGGATTTGTA.

### Gene expression profiling and data processing

Gene-expression profiling of VE-cadherin^+^/LacZ^+^ cells from E7.5 Runx1^WT/LacZ^ or Runx1^LacZ/LacZ^ embryos was performed using Agilent SurePrint G3 Mouse GE microarrays. For each sample 2 biological and 2 technical replicates were generated making 8 samples in total for analysis. Details regarding sample preparation, hybridisation, and image acquisition are as follows: Briefly, VE-cadherin^+^/LacZ^+^ cells from E7.5 Runx1^WT/LacZ^ or Runx1^LacZ/LacZ^ embryos were enriched/sorted by FACSAria. Total RNA was isolated using Qiagen RNeasy Micro Kit. cDNA preparation, *in vitro* transcription, labelling, hybridisation, washing, and staining steps were performed according to standard Agilent protocols. Probes showing 1.5 fold change with *P*-value<0.05 were considered differentially expressed. Genome-wide expression profiles of 4 samples (Runx1^−^VE^+^, Runx1^+^VE^+^CD41^−^, Runx1^+^VE^+^CD41^+^ and Runx1^+^VE^−^CD41^+^) were collected using Affymetrix Mouse Genome 430 2.0 microarrays, and a second replicate sample set was analysed using Agilent SurePrint G3 Mouse GE microarrays.

Details regarding sample preparation, hybridisation, and image acquisition are as follows: Briefly, 1×10^5^ undifferentiated ES cells were cultured on confluent OP9 cell layers in 10 cm dishes to induce differentiation. After 6 day of ES cell differentiation, cultured cells were harvested for FACS analysis and sorting. cDNA preparation, *in vitro* transcription, labeling, hybridisation, washing, staining and image processing steps were performed according to standard Affymetrix and Agilent protocols. Quality control consisted of visual inspection of the array image for artifacts, assessment of RNA degradation plots, and inspection of rank versus residual plots after normalisation and probe set summarisation. A total of 7753 genes showed dynamic expression patterns (standard deviation across 4 conditions>1.0 and expression level >100 in at least one sample). Expression dynamics were visualised using GEDI plots (Eichler et al., 2003). Correlation with Runx1 expression was determined using Pearson correlation. We analysed the datasets generated by 2 platforms (Affymetrix and Agilent) individually, and only considered the genes correlated or negatively correlated with Runx1 in both datasets. 

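On the deposited Affymetrix arrays, Gata1 and Gfi1b, which encode transcription factors of erythroid and megakaryocytic cells, were highest in population 4. Gata1 had a signal of 50.7 in population 3 and 2065 in population 4, and Gfi1b was at least 8.02-fold higher in population 4 than in population 1. The embryonic globin gene Hbb-bh1 had signals of 73.3, 151, 3568 and 15940.0 in populations 1 to 4, and its other 2 probe sets gave 3603 and 2744 in population 3. The adult globin gene Hbb-b2 reached 159 and 89.4 in population 4 by the 2 probe sets of its own, while a probe set shared by several adult beta-globin genes had 33.9, 46.0, 230.5 and 7467. Claudin 5 (Cldn5), a tight junction protein of endothelium, had signals of 2058, 527, 693 and 24.4. Each value comes from 1 array, so there is no replicate check, and a fold against a signal below 100 was computed against 100 and is a lower bound.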

Expression levels of 6 genes were validated by Q-RT-PCR (Fig. 1C).

### ChIP-Seq analysis

Three million cells were purified by cell sorting for each population. ChIP assays were performed as described (Wilson et al., 2010b) using Runx1 antibody ab23980-100 from Abcam. Reads were mapped to the mouse genome build mm9 using bowtie (Langmead et al., 2009). Custom tracks, peak positions and candidate target gene lists are available from our website (http://hscl.cimr.cam.ac.uk/Runx1-ChIP2011/Runx1-ChIP2011.html). Peaks were called using MACS (Zhang et al., 2008) (paramenters:—mfold=16, —tsize=35, —bw=100, —*P*-value=1e^−9^, —gsize=2200000000) using the IgG sample as control, which identified 227, 195 and 1143 peaks. We further selected high confidence peaks by excluding peaks in repeat regions resulting into 67, 51 and 747 peaks in the 3 populations (Runx1^+^VE^+^CD41^−^, Runx1^+^VE^+^CD41^+^, Runx1^+^VE^−^CD41^+^). Saturation curves were generated to assure that the sequencing depth was sufficient (Supplementary Fig. 1). The correlation coefficients of peak heights between the three populations illustrate that populations 2 and 3 have very similar binding patterns (Pearson’s correlation coefficient>0.80) providing a rationale to split the peaks into 2 partitions (2,3,4 and 4 only respectively; Supplementary Fig. 2). For motif analysis, the middle 200 bp was taken and peaks with more than 60% repetitive sequence excluded. MEME (Bailey and Elkan, 1994) was used for *de novo* motif discovery with standard settings on the combined peaks from all three populations as well as the individual populations. Matches to consensus sequences were determined as described using TFBSSearch (Chapman et al., 2004). Fig. 4 tabulates all overrepresented sequence motifs on Runx1 peaks from all 3 populations. Intragenic and promoter (within 500 bp from TSS) binding events were associated to the corresponding gene while intergenic binding events were mapped to the nearest 5′ and 3′ genes within 50 kb. Supplementary Fig. 3 contains a detailed analysis of the three individual groups of peaks with respect to motif search and GO functional enrichment analysis. As populations 2 and 3 both showed relatively small numbers of binding events with a very high overlap between them as well as with population 4, population 2 and 3 peaks were merged and referred to as ‘2,3,4’ and peaks unique to population 4 referred as ‘4 only’. Genes up- or down-regulated by Runx1 overexpression in hemangioblasts were obtained from (Sakai et al., 2009). Supplementary Table 1 provides all 787 peaks with peak heights in 3 samples as well Tal1, Gata2 and Fli1 binding in HPC cells.

### Validation of CD41 as a Runx1 target

The CD41 promoter (863 bp) was amplified from mouse DNA (primers AGTGACTCCGTCCACAAACA and TAGGACGTTTGGGAAGAAGG), inserted upstream of luciferase in pGL2 and assayed as described (Landry et al., 2008). E7.5 embryos were fixed for 5 min in 2% PFA on ice, and dehydrated in increasing concentrations of methanol/PBS. Endogenous peroxidase activity was blocked by H_2_O_2_ treatment. After rehydration, embryos were stained with anti-CD41, followed by goat-anti-rat Ig-HRP (Jackson ImmnoResearch). Signals were detected using the Peroxidase Substrate Kit DAB (Vector Laboratories).

### Accession numbers

Expression array and ChIP-Seq data have been submitted to the NCBI Gene Expression Omnibus (accession number GSE29112).

## Results

### Many genes dynamically expressed during early blood specification correlate with Runx1 expression

To gain new insights into the process of early haematopoietic development from multipotential mesodermal precursor cells, it will be important to gain access to purified cell populations with increasing levels of haematopoietic commitment. To this end, we decided to take advantage of ES cell differentiation systems based on an ES cell line model that contains a Venus fluorescent reporter gene knocked into one of the endogenous Runx1 alleles (see Fig. 1A). Of note, even though the timing of haematopoietic stem cell (HSC) development is slightly altered in Runx1^+/−^ embryos (Cai et al., 2000), the stem and progenitor cells generated are functional. Like other transcription factor knock-ins with phenotypes in heterozygous mice such as Scl and Brachyury (Stott et al., 1993; Curtis et al., 2004; Lacombe et al., 2010), the Runx1^Venus/+^ ES cells therefore represent an effective means to purify cell populations of interest, which are otherwise not accessible. Following *in vitro* differentiation, cells can be purified by flow cytometry based on their levels of Venus fluorescence as a surrogate marker for Runx1 expression, and through the use of antibodies against cell surface markers can be further fractionated into cell populations with defined biological properties.

As shown in Fig. 1(B), Runx1^Venus/+^ ES cells expressed haematopoietic (CD41) and endothelial (VE-cadherin) lineage markers following 6 days of OP9 co-culture. Thus we decided to use this approach to purify four cell populations: Population 1 contained Runx1-Venus negative/VE-cadherin positive cells, a population recognised as being committed to the endothelial lineage. Population 2 contained Runx1-Venus positive/VE-cadherin positive/CD41 negative cells, corresponding to lateral mesodermal progenitors with both endothelial and haematopoietic differentiation potential. Population 3 contains Runx1-Venus positive/VE-cadherin positive/CD41 positive cells, and thus represents a population more committed to the haematopoietic lineage, but still retaining some endothelial characteristics. Population 4 contains Runx1-Venus positive/VE-cadherin negative/ CD41 positive cells which represent haematopoietic progenitor cells. To further corroborate these phenotypic characteristics, cells from each population were isolated by flow cytometry and analysed by performing colony forming assays and studying the expression of marker genes. Comprehensive Q-RT-PCR analysis demonstrated specific expression of erythroid genes only in population 4, and downregulation of the endothelial marker claudin 5 in populations 2–4 (Fig. 1C).

To further investigate the haematopoietic and endothelial potentials of these 4 populations, sorted cells were cultured in methylcellulose medium to investigate haematopoietic progenitor cell (HPC) colony-forming potential. As shown in Fig. 2(A), populations 1 and 2 (Runx1^−^/VE-cadherin^+^ and Runx1^+^VE-cadherin^+^CD41^−^) had no haematopoietic potential using this assay. By contrast, both populations 3 and 4 (Runx1^+^/VE-cadherin^+^/CD41^+^ and Runx1^+^/VE-cadherin^−^/CD41^+^) had colony-forming potential, but CFU-mix colonies were detected only in population 3 (Runx1^+^VE-cadherin^+^CD41^+^). Next we examined lymphoid differentiation potential of the three 3 Runx1^+^ populations by reculturing cells on an OP9 stromal layer in the presence of IL-7 and Flt3L for 14 days. CD19^+^B220^+^ cells were detected in the two Runx1^+^VE-cadherin^+^ populations (populations 2 and 3) (Fig. 2B), suggesting that only those two populations have definitive haematopoietic potential. Population 2 had no haematopoietic potential in methylcellulose medium, but could generate B lymphoid cells in OP9 culture, thus suggesting that these cells require OP9-support to differentiate into the haematopoietic lineage, a notion consistent with previous observations (Hashimoto et al., 2007). We also examined the endothelial potential of all 4 populations using reculture of sorted cells on OP9 in the presence of VEGF. After 4 days of culture, immunostaining using anti-Pecam antibody revealed Pecam^+^ colonies only using cells from the three VE-cadherin^+^ populations (populations 1– 3; see Fig. 2(C)). Taken together, these data support a model whereby population 1 (Runx1^−^/VE-cadherin^+^) is likely restricted to endothelial potential, populations 2 and 3 have both definitive haematopoietic (lymphoid) and endothelial potential and population 4 appears restricted to primitive haematopoietic (erythroid/myeloid) potential.

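RNA from each of the 4 populations, sorted on day 6 of differentiation of heterozygous Runx1 Venus/+ ES cells on OP9 stromal cells, was hybridised to 1 Affymetrix mouse genome array per population. The deposited values are probe set signals on a linear intensity scale, for which the authors' processing notes name the MAS5 algorithm, and the scaling between arrays is not stated. In all, 34958 probe sets were assigned to 1 gene symbol, which gave 18194 genes, each read by its probe set with the highest mean log2 signal. Signals exceeded 100 in at least 1 population for 9468 genes, and for 8203, 8097, 8666 and 8356 genes in populations 1, 2, 3 and 4. Over these 9468 genes, the median log2 ratio to population 1 was 0.05 in population 2, 0.35 in population 3 and 0.43 in population 4, a shift that random gene lists matched on signal carry too. Across the same genes, the log2 signals of populations 2 and 3 had the highest correlation (0.964) and those of populations 1 and 4 the lowest (0.618), where genes are not independent replicates. The second set of arrays on the Agilent platform was not analysed here.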

To obtain insights into the global transcriptional programmes characteristic for these four early developmental cell populations, we next performed gene expression profiling on all four populations. When interrogated across the four different populations, over 6000 genes displayed dynamic expression patterns. 

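With the filter of the methods applied to log2 signals, 1380 genes were dynamically expressed. Globin genes stood at the top of those higher in population 4 than in population 1, with Hbb-y at least 133-fold and Hba-x at least 107-fold higher. Reelin (Reln), an extracellular glycoprotein, was at least 41.2-fold and Slc39a8, a zinc transporter gene, 31.3-fold higher. At the other end, Depp1 was at least 73.7-fold lower and Igfbp3, an insulin-like growth factor binding protein, 65.6-fold lower in population 4. The C-type lectin Cd93, the collagen gene Col4a2 and the hypoxia-inducible factor Epas1, all expressed by endothelium, were at least 63.8-fold, 62.1-fold and 60.3-fold lower. Between populations 4 and 1, 424 genes were at least 4-fold higher and 537 at least 4-fold lower. After quantile normalisation of the arrays these counts were 305 and 642. Scaled on the hybridisation control probe sets, a setting chosen after seeing the data, they were 618 and 458, the opposite balance. At least 2-fold, 2123 genes were higher and 1223 lower on the deposited scale. The step from population 3 to 4 held 126 genes at least 4-fold higher and 440 at least 4-fold lower. There, 150 and 363 were found after centring on the array median, and 76 and 265 with the mean over probe sets. The step from population 1 to 2 held 5 and 63 (17 and 51 after centring), and the step from population 2 to 3 held 26 and 0 (11 and 2 after centring). The scale of the standard deviation is not stated in the paper's text, and on linear signals all 9468 genes above the minimum passed the filter.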

Analysis using the Gene Expression Dynamics Inspector (GEDI) tool (Eichler et al., 2003) demonstrated that dynamically expressed genes largely fall into two categories, those that are progressively downregulated and those that are upregulated when the four populations are arranged from population 1 to 4 (see Fig. 2D). 

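Of the 1380 dynamically expressed genes, 239 were higher and 180 lower at every step from population 1 to 4, against 169 and 366 after centring on the array median. Population 4 held the highest signal for 495 of them and the lowest for 824, and 612 were highest in population 1. The kindlin gene Fermt3 and the integral membrane protein gene Tmem255a marked the step from population 1 to 2, the first 5.93-fold higher and the second 17.4-fold lower. Caveolin 1 (Cav1), a coat protein of endothelial caveolae, was 12.9-fold lower at that step.
Gene lists fixed before the data were examined moved apart between populations 1 and 4. Over 43 endothelial genes the median log2 ratio was -3.52, below the central 95% of 10000 random lists matched on signal (0.04 to 0.72), and 41 of them were at least 2-fold lower. For 16 genes of the arterial programme and the Notch pathway it was -3.44 (random lists -0.20 to 0.89), and for 24 genes of endothelial matrix and adhesion -2.20 (-0.03 to 0.73). Genes of stromal and mesenchymal cells, the kind of the OP9 cells in the co-culture, were lower too, with a median of -1.16 over 23 genes (-0.06 to 0.74). Conversely, 32 erythroid genes had a median of 3.11 (-0.01 to 0.57), with 31 at least 2-fold higher, and 19 megakaryocyte genes had a median of 1.91 (-0.06 to 0.68), which was 1.27 with signals raised to 200 and 2.60 with signals raised to 50. Most of the erythroid difference lay between populations 3 and 4, where the median was 2.70 (-0.02 to 0.31). Among 20 myeloid genes, the median was 1.01 from population 2 to 3 (0.00 to 0.31) but -0.47 from population 3 to 4 (-0.14 to 0.40), with 0.44 from population 1 to 4, within random lists (-0.08 to 0.67). For the step from population 2 to 3 the myeloid median was 0.19 with signals raised to 200 and 1.64 with signals raised to 50. From population 1 to 4 it was 1.39 with signals raised to 50. The random lists given here used signals raised to 100. A set of 24 genes encoding haematopoietic transcription factors had a median of 0.77 (-0.03 to 0.69). From the GEDI maps, the paper describes 2 main categories of dynamic genes, progressively downregulated and upregulated from population 1 to 4. Most of the 1380 genes here did not change in the same direction at every step. Only 239 were higher and 180 lower throughout, or 169 and 366 after centring.

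**Figure D1:**
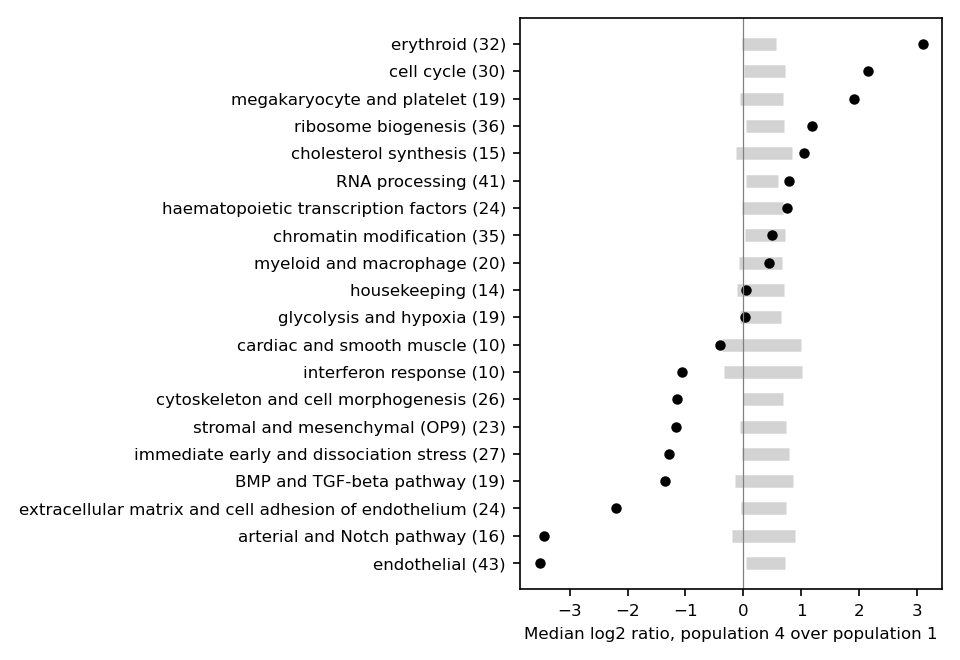
Median log2 ratio of population 4 over population 1 for lists of at least 10 measured genes (number in brackets). Points give the median of each list on 1 array per population, and grey bars the central 95% of 10000 random lists matched on mean signal. Endothelial genes lie at -3.52 and erythroid genes at 3.11.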

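Runx1 had signals of 55.3, 358, 1297 and 2440.2 in populations 1, 2, 3 and 4, at least 24.4-fold higher in population 4 than in population 1. All 6 of its probe sets were highest in population 4. VE-cadherin (Cdh5) had signals of 5683, 3946, 4849 and 40.9, and Flk1 (Kdr), a receptor for vascular endothelial growth factor, 5866, 4496, 4835 and 906. The transcript of CD41 (Itga2b) was highest in population 3. By their brightest probe sets, the transcripts of Runx1 and VE-cadherin thus followed the sorting gates, where population 1 was gated as Runx1-Venus negative and population 4 as VE-cadherin negative. With the mean over all Runx1 probe sets in place of the brightest, the log2 ratio of population 4 over population 1 was at least 2.37 in place of at least 4.61. All 6 probe sets were higher in population 2 than in population 1, but their mean lay below 100 in both populations, so that its ratio with signals raised to 100 was 0, in place of at least 1.84 from the brightest.

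**Figure D2:**
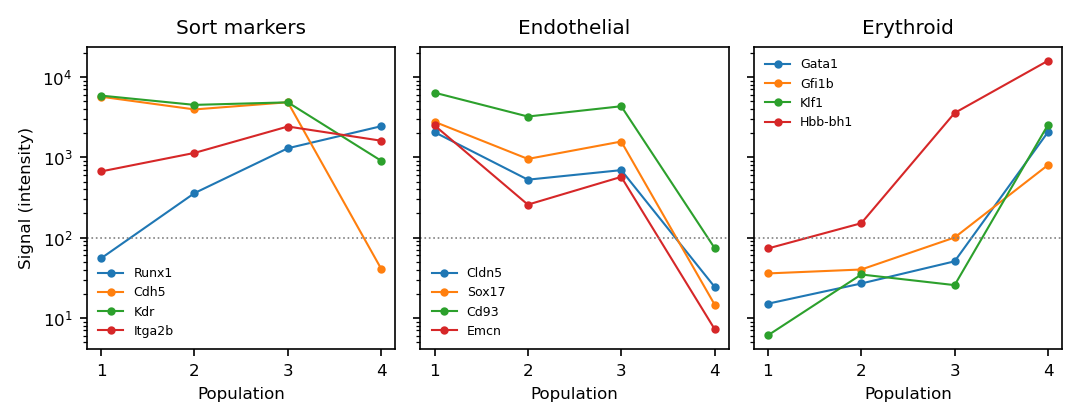
Signal (intensity, log axis) of sort markers, endothelial genes and erythroid genes in populations 1 to 4, with 1 array per population, so no error is drawn. The dotted line marks a signal of 100. Cdh5 lies at 4849 in population 3 and at 40.9 in population 4.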

As expected, Runx1 itself was amongst the upregulated genes (see white arrowhead in left-hand panel of Fig. 2D) thus providing internal consistency between endogenous Runx1 expression and the cell sorting strategy based on the knock-in transgene.

To define all genes whose dynamic expression profile across the four populations might be under the control of Runx1, we next calculated Pearson correlation coefficients for all dynamically expressed genes in relation to Runx1. As shown in Fig. 2(E), the majority of these genes showed either positive correlation or negative correlation with Runx1 expression, and was thus consistent with Runx1-mediated activation and repression, respectively. However, inference based on correlated gene expression alone is unable to distinguish direct regulation from indirect regulation or indeed simple correlation without any regulatory linkage. It is unlikely that Runx1 on its own is responsible for virtually all of the gene expression dynamics seen across the four populations analysed here, thus suggesting that additional approaches would be required to identify the subset of genes directly controlled by Runx1.

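Among the 1380 dynamically expressed genes, 329 had a Pearson correlation with the Runx1 profile above 0.8 and 671 below -0.6. Together these classes held 72.5%. After quantile normalisation 229 and 822 genes were in these classes, and 185 and 441 with signals raised to 100 before the correlation. Scaled on the hybridisation controls, a setting chosen after seeing the data, 584 lay above 0.8 and 463 below -0.6, the opposite balance. Kindlin 3 (Fermt3), with signals of 734, 4355, 6684 and 9654 in populations 1 to 4, and the erythroid transcription factor gene Nfe2, with 1.67, 42.4, 277 and 2373, were among those above 0.8. Below -0.6 lay Tox2, an HMG-box factor gene, with 615, 292, 138 and 71.1, and the endomucin gene Emcn with 2498, 258, 571 and 7.28. Over all 9468 genes with a signal above 100, 3882 were above 0.8 and 1453 below -0.6. After centring on the array median these counts were 2275 and 2302, and after quantile normalisation 2090 and 2716. Correlations over 4 populations describe the shape of a profile, and in simulated signals without any difference between populations 10.3% of genes lay above 0.8 and 19.6% below -0.6. When the Runx1 values were assigned to the populations in each of the other 23 orders, up to 740 dynamic genes (median 42) lay above 0.8 and up to 715 (median 187) below -0.6, and up to 1179 in either class, against 1000 in the actual order. The 740 came from exchanging populations 1 and 4 and the 1179 from reversing the order, which both turn the Runx1 profile over. The 715 came from exchanging populations 2 and 3, whose arrays had the highest correlation. These maxima are therefore not levels for unrelated profiles. Of all expressed genes, up to 2289 (median 685) lay above 0.8 and up to 5326 (median 1755) below -0.6, the 5326 again with the order reversed. After centring on the array median, a check chosen after seeing the data, exchanging populations 2 and 3 gave 3230 expressed genes above 0.8, against 2275 in the actual order. The actual order thus did not stand out from this similar order on every scale. The paper treats these classes as compatible with activation and repression by Runx1. It adds that correlation alone cannot separate direct from indirect regulation, or from no regulation.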

### Genome-wide analysis demonstrates dynamic recruitment of Runx1 protein to its target sites during haematopoietic specification

Computational analysis had suggested that transcriptional datasets alone would not be sufficient to identify the transcriptional programme downstream of Runx1 during early haematopoietic specification. The direct demonstration of Runx1 protein binding to regulatory regions within candidate target gene loci would provide highly complementary information, which can be obtained at genome-scale by ChIP-Seq. We therefore purified 3 million cells from each of the Runx1 expressing populations 2–4 (Fig. 1D), prepared chromatin and performed ChIP experiments using an antibody against endogenous Runx1 protein. A parallel ChIP assay was also performed on 10 million unsorted cells using a non-specific IgG antibody to serve as a negative control for subsequent analysis of Runx1 binding.

Analysis of ChIP material by quantitative real-time PCR demonstrated significant binding of Runx1 protein to the Runx1 +23 enhancer (Nottingham et al., 2007) in cell population 4, with less binding in population 3 (See Fig. 3A). We therefore proceeded to analyse all three Runx1 ChIPs as well as the IgG negative control sample by high-throughput sequencing using the Illumina Genome Analyzer II platform. DNA sequencing of ChIP material provided 13.4 million, 9.8 million, 16.6 million and 9.3 million uniquely mappable reads for populations 2, 3, 4 and the IgG control sample, respectively, thus demonstrating that sufficient sequencing depth had been achieved to analyse genome-wide binding patterns of Runx1.

To permit genome-wide analysis of regions bound by Runx1 protein, binding peaks were identified using software tools designed to take advantage of the negative control sample for elimination of false positive peaks of enrichment (see Material and methods). A total of 787 regions were identified to be bound by Runx1 in at least one of the three samples, with most peaks predicted to only be present in population 4 (see Supplementary Table 1). To further explore these results, Runx1 binding across all 787 peak regions was visualised using heat-maps displaying the strength of binding across 10 kb segments centred on each peak region (see Fig. 3B). Heat map analysis indeed supported a model whereby Runx1 binding in the earlier populations is absent or highly transient except for a small subset of peaks, with the large majority of regions only showing robust binding in population 4.

In order to further validate the 787 Runx1-bound regions defined above, we compared them to Runx1 binding events previously mapped in the haematopoietic progenitor cell line HPC7 (Wilson et al., 2010a). 37% of the new peaks coincided with regions also bound by Runx1 in the HPC7 cell line (Supplementary Fig. 4), thus providing additional support for the validity of the new data. Moreover, of 839 Runx1 candidate target genes identified by Hollenhorst et al. (2009) in the human leukaemia cell line Jurkat , 503 overlapped with the candidate Runx1 target genes defined here, thus demonstrating a very significant overlap (*P*-value −1.2e^−10^) (Supplementary Fig. 6). In order to compare Runx1 levels in the ES-cell derived populations 1–4 with the HPC7 cell line, we performed a ChIP assay on the HPC7 cells using the same conditions as used for the ES-derived populations, and then performed quantitative comparisons by Q-PCR. Even the ES-cell derived population with the highest Runx1 binding (e.g., population 4) consistently displayed only about half as much Runx1 binding as the HPC7 cell line (see Supplementary Fig. 10), consistent with the notion that the relatively small numbers of Runx1 peaks in the ES-cell derived populations are at least in part related to smaller amounts of Runx1 protein available for binding.

We next analysed Runx1 binding peak locations relative to gene coordinates, which demonstrated that the majority of peaks were not associated with promoters but instead found either within or between genes. This pattern of distribution was particularly evident for those peaks already bound in populations 2 and/or 3 where only 3 out of 100 peak regions were found to overlap promoter sequences (see Fig. 3C). By contrast, the proportion of promoter to non-promoter peaks was nearly even for those Runx1 peak regions bound specifically in population 4.

To explore the nature of Runx1-bound regions further, we performed *de novo* motif discovery to identify overrepresented sequence motifs when compared with control sequences. The most significantly overrepresented motif (see Fig. 4A) corresponded to a perfect match to the Runx1 consensus binding sequence TGYGGT, thus providing independent confirmation of the ChIP-Seq data quality. One of the two further overrepresented motifs was a perfect match to the WGATAA consensus sequence for the GATA family of transcription factors consistent with a recent report suggesting that Gata2 may recruit Runx1 to target regions lacking Runx1 consensus motifs (Wilson et al., 2010a). This notion is supported further by the significant overlap (*P*-value −2.0e^−31^) between the Runx1 targets defined here and Gata2 target sites identified previously in the HPC cells (Supplementary Fig. 5). Moreover, of 1138 WGATA motifs present in the Runx1-bound regions, 403 were situated in an extended WGATAA consensus (expected—1138/4≈285), thus suggesting that A is commonly found immediately 3′ of the GATA core in our data similarly to what has been seen before in erythroid cells (Fujiwara et al., 2009). The final overrepresented motif contained a longer consensus sequence, which contained within its 3′ portion the sequence TGTAGT and therefore deviates from the TGTGGT Runx1 consensus by only a single mismatch. This motif occurs in 10% (79) of all Runx1-bound regions and a very similar motif was recently reported in a ChIP-Seq survey of GABPα binding in human blood stem/progenitor cells (Yu et al., 2011).

To investigate potential dependencies between the various Runx1 binding peak characteristics identified above, we generated a binary table cataloguing peak annotation, and then performed hierarchical clustering. This analysis emphasised our observation that Runx1 binding to promoters is rare for regions bound in populations 2–4, yet relatively common for regions bound in population 4 only (see Fig. 4B). Moreover, even though the Runx1 consensus motif is highly overrepresented and therefore readily recovered by *de novo* sequence motif discovery, it was only present in just over half of all the regions bound by Runx1 suggesting binding via novel motifs or recruitment by other factors. Of note, the novel TGTAGT containing motif (see above) was almost entirely restricted to regions that did not contain the conventional Runx1 consensus motif thus consistent with the notion that it may represent a potentially new motif for Runx1. Moreover, this new motif was found much more often in promoter than non-promoter peaks (*P*-value: 4.8e^−72^) suggesting that Runx1 binding to the TGTAGT site may be facilitated through simultaneous binding of a promoter-specific factor to the adjacent TGGGA sequence, that was also highly conserved within this novel motif (see Fig. 4A,B).

Fig. 4C highlights a high overlap between Runx1-bound regions in populations 2 and 3 providing a rationale for classifying peaks into two partitions (‘2,3,4’ and ‘4 only’) (see Supplementary Fig. 2). This partition was further supported through Pearson correlation analysis of peak height, since ‘2,3,4’ peaks have comparable peak heights in all three populations where as ‘4 only’ peaks are substantially higher in population 4 than in populations 2 and 3. This observation suggests that increased expression of Runx1 in population 4 does not increase the binding strength at previously occupied locations (‘2,3,4’ peaks) but results in Runx1 binding to new genomic locations (‘4 only’ peaks) (see Supplementary Fig. 11). Importantly, *de-novo* motif discovery algorithms revealed overrepresentation of the Runx1 consensus motif in the Runx1-bound regions for each population thus validating both the ‘2,3,4’ and ‘4 only’ peak sets (see Supplementary Fig. 3).

### Integration of expression and ChIP-Seq datasets defines a candidate Runx1 target gene set

To delineate the candidate target gene set likely to be directly responsible for mediating Runx1 function during early haematopoietic development, we next performed an integrated analysis of the expression and ChIP-Seq datasets. We mapped the Runx1 binding peaks from all three populations (population 2, population 3 and population 4) to genes which yielded a total combined set of 839 candidate targets (see Supplementary Table 2). We then calculated Pearson correlation coefficients for all 839 candidate targets relative to Runx1 expression across populations 1 to 4. This analysis demonstrated strong enrichment for genes correlating with Runx1 expression, and also a minor enrichment for genes with negatively correlated expression (see Fig. 5A). Moreover, when analysed as a fraction of all expressed genes, those genes that correlated with Runx1 expression were twice as likely to have a Runx1 ChIP-Seq binding peak, than those not correlating with Runx1 expression (see Fig. 5B). However, only approximately 6% of all correlated genes had a binding peak suggesting that only a relatively small subset are direct Runx1 targets. 

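Of the 839 candidate targets, 575 were measured with a signal above 100 in at least 1 population. Genes of haematopoietic transcription factors were among those above 0.8, such as Lyl1 with signals of 182, 223, 387 and 770.2 in populations 1 to 4 and Zfpm1 with 277, 364, 542 and 1740.0. In all, 250 targets (43.5%) lay above 0.8, where random gene lists of the same size matched on signal had 38.1 to 45.7% (central 95%). A further 68 (11.8%) lay below -0.6, where random lists had 12.0 to 17.6%. The median log2 ratio of population 4 over population 1 over these targets was 0.48, above random lists (0.28 to 0.45). After centring on the array median, 157 of 579 measured targets (27.1%) lay above 0.8 and 114 (19.7%) below -0.6, where random lists had 20.7 to 27.3% and 20.7 to 27.5%. With linear signals, 53.0% lay above 0.8, over the range of random lists on that scale (44.5 to 52.3%). Without the signal minimum, 281 of 747 named targets (37.6%) lay above 0.8, against 28.5% of all 18194 genes and 32.5 to 39.0% of random lists matched on signal, and 11.8% lay below -0.6, against 15.4%. From the comparison with all genes in Fig. 5A, the paper states that the targets were enriched for correlated genes.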

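Genes with a signal above 100 in at least 1 population were divided by their correlation with Runx1, and those named among the candidate targets were counted as bound. Of 3882 genes above 0.8, 250 were bound (6.44%), such as Gypc, encoding a red cell membrane glycoprotein, with signals of 211, 427, 685 and 1381 in populations 1 to 4. Among 4133 genes between -0.6 and 0.8, 257 were bound (6.22%). The group below -0.6 held 68 bound genes of 1453 (4.68%). Without the signal minimum, over all 18194 genes, the bound shares were 5.41% above 0.8, 3.71% between and 3.14% below -0.6. Genes with no signal above 100 were bound least often, in 1.97% of 8726.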

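The integrin gene Itgb3 had signals of 9.35 and 17.3 in populations 1 and 2 and 503 and 1354 in populations 3 and 4. Tspan32, encoding a tetraspanin of blood cells, was at least 27.3-fold higher in population 4 than in population 1. Smaller differences were found for Cbfa2t3, a corepressor gene, with signals of 388, 422, 621 and 754. These genes belong to the class of bound and positively correlated genes in Supplementary Table 2. Of its 219 genes, 204 were measured, 193 of them with a correlation above 0.8, and 128 were at least 2-fold higher in population 4, with a median log2 ratio of 1.23 over the class (random lists 0.21 to 0.52). The study chose the class on these and further arrays, so it is not independent evidence of correlation.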

The Runx1 ChIP-Seq data therefore appear to provide a powerful filter for Runx1 target gene identification by reducing candidate targets from over 2900 based on correlated expression alone to just 219 based on the combination of correlated expression and Runx1 binding. Similarly, analysis of the expression data alone had yielded over 1100 negatively correlated genes, yet only 65 of these were classified as direct targets based on the combination of Runx1 ChIP-Seq peaks and negatively correlated expression.

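Of the 65 bound and negatively correlated genes that the study lists, 61 were measured and 57 lay below -0.6, in a class chosen on these arrays. Notch1, the receptor gene, had signals of 5335, 3706, 4037 and 149 in populations 1 to 4, and Nrarp, which encodes a regulator of Notch signalling, 3675, 2516, 3061 and 408. Cgnl1, encoding a junction protein, was at least 15.1-fold lower in population 4 than in population 1. Over the 61 genes the median log2 ratio of population 4 over population 1 was -1.37 (random lists 0.07 to 0.63), and 43 were at least 2-fold lower. The remaining 555 targets, which the study classed as uncorrelated, had a median of 0.19 over 310 measured genes, below random lists (0.24 to 0.49), which follows from a selection on these arrays that removed the correlated genes.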

To further explore the potential functionality of Runx1 candidate target genes defined above, we next performed Gene Ontology analysis to identify biological functions overrepresented in the 219 Runx1-bound correlated and also in the 65 Runx1-bound negatively correlated genes (gene lists are provided in Supplementary Table 2). 

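Among the bound and positively correlated genes of Supplementary Table 2 were 6 of the RNA processing genes listed before the data were examined. U2af1, encoding a splicing factor subunit, had signals of 2785, 4691, 4464 and 6194 in populations 1 to 4, and Cwc22, a spliceosome gene, 206, 246, 338 and 535. Of the list of chromatin modifiers, Cbx5 (heterochromatin protein 1) had signals of 1065, 1765, 1709 and 3247, and Brpf1 794, 756, 1048 and 1269. Haematopoietic transcription factors contributed 8 genes. The transferrin receptor gene Tfrc, with signals of 907, 1961, 1641 and 7770.0, and Gata1 and Nfe2 were the 3 members of the erythroid list in the class. The myeloid list had 1 member in the class, Spi1. By chance over 18194 named genes, 0.387 erythroid, 0.375 myeloid, 0.466 RNA processing, 0.410 chromatin and 0.319 haematopoietic transcription factor genes would be in it. Of the 207 class members named here, 204 had a signal above 100. Chance among expressed genes alone was not computed and would be higher for these lists. Whether bound or not, 41 RNA processing genes had a median log2 ratio of population 4 over population 1 of 0.79, above random lists (0.05 to 0.60), while 35 chromatin genes had 0.50, within them (0.03 to 0.72).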

As shown in Fig. 5C, both myeloid and erythroid differentiation were overrepresented in the Runx1-bound positively correlated gene set, as well as a number of additional biological functions including chromatin modification and RNA processing (see Supplementary Fig. 7 for full Gene Ontology tree). By contrast, non-haematopoietic developmental processes (muscle, neural and liver) were overrepresented in the Runx1-bound negatively correlated gene-set, together with biological functions related to cell morphogenesis (see Supplementary Fig. 7 for full Gene Ontology tree). 

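Of the genes listed before the data were examined, 4 of cytoskeleton and cell morphogenesis were among the bound and negatively correlated genes. By chance over 18194 named genes, 0.0872 would be. All 26 genes of this list and all 61 named members of the class had a signal above 100. Chance among expressed genes alone was not computed and would be higher for this list. Of the muscle, neural and liver lists 0 genes were in the class, but only 0.0771, 0.0637 and 0.0704 would be by chance over named genes. Just 10, 3 and 4 genes of these lists were measured, so chance among expressed genes would be lower still. These 3 lists are thus too short to test the overrepresented terms. Lpp, encoding a focal adhesion protein, had signals of 2991, 2079, 2546 and 341 in populations 1 to 4, Pdlim5 1828, 842, 1213 and 326, and Myh9, a non-muscle myosin gene, 6039.7, 4713, 5756 and 2628. Ablim1, an actin-binding protein gene, had 303, 498, 278 and 50.3. Across all 26 cytoskeleton genes measured, the median log2 ratio of population 4 over population 1 was -1.14, below random lists (0.00 to 0.69). For 10 cardiac and smooth muscle genes it was -0.40 (-0.36 to 1.00) and -1.02 with signals raised to 50, but 0.28 with the mean over all probe sets of a gene. The 3 neural genes had a median of -2.65 and the 4 endoderm and liver genes -2.17, both below the range of random lists. With that mean they were -1.57 and -1.06, and these lists are too short to stand for a tissue. The paper treats the overrepresented terms as compatible with repression by Runx1 of genes of non-haematopoietic development.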

Taken together therefore, Gene Ontology analysis is consistent with the notion that Runx1 upregulated genes drive haematopoietic development, while Runx1 simultaneously represses genes associated with non-haematopoietic tissue development.

### Intersection of the Runx1 candidate target gene set with Runx1^−/−^ expression profiling suggests step-wise establishment of the haematopoietic transcriptional programme

Having identified a core set of Runx1 candidate target genes during the early stages of haematopoietic development based on correlated expression and ChIP-Seq peaks, we next investigated the relationship of this target gene set with Runx1 loss of function expression profiling data. To this end, we purified RNA from flow sorted VE-cadherin^+^/Runx1^+^ cells obtained from E7.5 Runx1 heterozygous and Runx1 null embryos, and performed microarray gene expression profiling to identify all genes affected by loss of Runx1 (Fig. 6A). Using a fold expression change threshold of 1.5, 311 genes showed reduced expression in the Runx1^−/−^ cells, whereas 602 genes were upregulated (see Supplementary Table 3). Since both analyses of Runx1-correlated expression as well as expression changes in Runx1^−/−^ cells will capture both directly and indirectly controlled genes, we next intersected both expression datasets with the Runx1 ChIP-Seq data. 

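Of 148 measured genes that Supplementary Table 3 lists as lower in Runx1-deficient cells, 80 (54.1%) had a correlation with Runx1 above 0.8 in the sorted populations, where random gene lists matched on signal had 27.7 to 43.2%. Only 2 lay below -0.6. Among the 80, 17 were also candidate targets. One of these was Adgrg1, encoding an adhesion G protein-coupled receptor, with signals of 26.3, 15.2, 208 and 554 in populations 1 to 4. Of the 20 genes that the study places in both tables, 18 were at least 2-fold higher in population 4 than in population 1, with a median log2 ratio of 2.34 (1.41 with signals raised to 200). The class was chosen on these arrays and so adds no independent evidence. Among them, Dapp1 was at least 4.65-fold higher, Diaph1 2.51-fold and Emp3 2.53-fold.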

A total of 80 genes positively correlating with Runx1 expression in ES cell differentiation assays showed reduced expression in E7.5 Runx1^−/−^ cells, and 20 of these were also identified as Runx1 targets in our ChIP-Seq screen (Fig. 6B). Similarly, of 1160 genes negatively correlating with Runx1 expression, 137 were upregulated in Runx1^−/−^ cells from E7.5 embryos, and 9 of these were bound by Runx1 in the ChIP-Seq (Fig. 6C).

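Of 221 measured genes that were higher in Runx1-deficient cells, 144 (65.2%) had a correlation with Runx1 below -0.6, where random gene lists matched on signal had 12.2 to 22.2%. A further 11 lay above 0.8. Among the 144, 11 were candidate targets. They included Fosb, encoding a subunit of the AP-1 transcription factor, with signals of 199, 116, 94.9 and 60.4 in populations 1 to 4, and the inflammatory caspase gene Casp4 with 141, 33.8, 53.2 and 2.88. Of the 10 negatively controlled genes that the study places in both tables, chosen on these arrays, 7 were at least 2-fold lower in population 4 than in population 1. Over the 9 of them drawn in Fig. 6(D), where Tox2 is not, the median log2 ratio was -1.80 (-0.99 with the mean over all probe sets of a gene).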

In order to provide further evidence that the Runx1 targets reported here represent a high confidence set of target genes, we investigated how many of the genes shown in Fig. 6(B) are dependent on sustained Runx1 expression in fully developed blood stem/progenitor cells. To this end, we compared the Runx1 targets identified here with a gene list recently reported by Cai et al. (2011), who reported gene expression profiles from wild type and Runx1^−/−^ blood stem/progenitor cells isolated from bone marrow of conditional Runx1 knock-out mice . Of note, 7 out of 19 of our bound and positively-correlated (Itga2b, Hexim 2, Tmem56, Runx1, Mettl8, Gfi1b, Gata1) and 3 out of 10 of our bound and negatively-correlated (Camsap1l1, Casp4, Sbf2) showed differential expression, thus demonstrating dependence on sustained Runx1 expression for a high proportion of the Runx1 candidate target genes identified in our study.

The earliest mesodermal fate restriction en route to blood involves the formation of the haemangioblast, which at the molecular level is characterised by a core regulatory circuit composed of the Scl, Gata2 and Fli1 transcription factors forming a densely connected triad replete with positive feedback loops (Pimanda et al., 2007; Narula et al., 2010). Runx1 itself is not expressed at this early stage (Lancrin et al., 2009). To explore further the potential implications of sequential activation of key regulators, we next interrogated recently published ChIP-Seq data from an ES-cell derived haematopoietic progenitor cell line (Wilson et al., 2010a). Of note, 18 of the 20 genes positively controlled by Runx1 were also bound by the Scl/Gata2/Fli1 triad in the haematopoietic progenitor cell line, while the same Scl/Gata2/Fli1 binding was seen for only 3 of the 10 genes negatively controlled by Runx1 (Fig. 6D). A total of 139/687 ‘4-only’ peaks were bound Scl, Gata2 and Fli1, with a further 413 bound by at least 1 factor in the HPC cell line, thus constituting a set of genomic regions well-recognised as transcription factor targets in blood progenitor cells. By contrast, only 6 of the 100 ‘2,3,4’ peaks were bound by Scl, Gata2 and Fli1 in the HPC cell line, with a further 27 bound by at least one factor. This analysis suggests that Scl, Gata2 and Fli1 mediate Runx1 recruitment only to a subset of the ‘2,3,4’ peaks, while they may act in this way for a large proportion of the ‘4-only’ peaks. Such a model would be consistent with our observation that Gata and Ets motifs were overrepresented in the peaks from population 4, but not populations 2 and 3 (see Supplementary Fig. 3). Moreover, we recently reported that the earliest stages of Runx1 expression are independent of Scl, Gata2 and Fli1, thus suggesting Runx1 functions both alone and in conjunction with the Scl/Gata2/Fli1 triad (Kataoka et al., 2011). Taken together therefore, our data suggest a model whereby some early Runx1 targets are expressed independently of the Scl/Gata2/Fli1 triad, but the majority of haematopoietic genes induced by Runx1 will ultimately be controlled by both Runx1 and the Scl/Gata2/Fli1 triad.

### Expression of CD41 correlates with sequential activation of core regulatory circuits

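CD41 (Itga2b), the integrin alpha 2b chain of megakaryocytes and early haematopoietic progenitors, had signals of 667, 1135, 2418 and 1609.5 in populations 1 to 4, from its single probe set. Population 3, gated as positive for CD41 and VE-cadherin, thus held the highest signal, 1.50-fold above population 4. In population 1 the signal lay above 100, and in population 2, gated as CD41 negative, it was 1.70-fold higher than in population 1. Its partner integrin beta 3 (Itgb3), by contrast, did not exceed 100 before population 3.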

The integrin alpha 2b gene also known as glycoprotein IIb or CD41 was one of the genes identified in the previous section as bound by both the SclGata2/Fli1 triad and Runx1 in haematopoietic progenitor cells, yet correlating in expression specifically with Runx1 and therefore not expressed as early as Scl. Closer inspection of the Runx1 ChIP-Seq data across the CD41 gene locus demonstrated specific recruitment of Runx1 to the CD41 promoter region with robust Runx1 binding seen in population 4 (see Fig. 7A). CD41 is not expressed in the earlier haemangioblast populations that express the Scl/Gata2/Fli1 triad, yet the CD41 promoter is bound by those three factors as well as Runx1 at the later haematopoietic progenitor stage (see Fig. 7D).

To further investigate the responsiveness of the CD41 promoter to Scl and Runx1, we generated a CD41–promoter construct fused to the luciferase reporter gene and performed transactivation experiments. As shown in Fig. 7(B), transactivation with Scl did not enhance activity of the CD41 promoter. By contrast, Runx1 was able to enhance CD41 promoter activity 2-fold, and this enhancement was even greater (approximately 3-fold), when both Runx1 and Scl were expressed. Differential responsiveness of the CD41 promoter to Runx1 and Scl was therefore consistent with a critical role for Runx1 in initiating CD41 expression, whereas both Runx1 and Scl might collaborate in the maintenance of CD41 expression. Furthermore, Runx1-mediated transactivation of the CD41 promoter was corroborated further since it followed a dose-response pattern (Supplementary Fig. 8).

To obtain *in vivo* evidence for the proposed critical role of Runx1 in initiating CD41 expression, we next investigated CD41 expression in Runx1 mutant embryos. When we analysed E7.5 wild-type mouse embryos by whole mount immunostaining using antibodies against CD41, CD41 expression was observed within the haematopoietic domain of extraembryonic tissue destined to form the yolk sac blood islands. By contrast, CD41 immunostaining was significantly reduced in Runx1 mutant embryos (see representative embryos shown Fig. 7C). To corroborate these findings, we next performed flow cytometric analysis of both wild type and mutant E7.5 mouse embryos using antibodies against CD41 as well as the endothelial marker CD31. It had previously been reported that E7.0 mouse embryos contain a CD41-dim population, whereas E8.25 embryos contain both CD41-dim and CD41-bright populations (Ferkowicz et al., 2003). We therefore performed extensive FACS analysis of 7 distinct and consecutive developmental stages between E7.0 and E8.5 (see Fig. 8A), in order to interpret analysis of Runx1 embryos within the context of the dynamic changes in CD41 expression. Analysis of E7.5 embryos (where most CD41 expressing cells are CD41-dim) showed that CD31 expression was unaffected in Runx1 mutant embryos, whereas CD41 expressing cells were severely reduced (Fig. 8B). Analysis of E8.5 embryos (where some CD41 expressing cells are CD41-high) showed that CD31 expression was again unaffected in Runx1 mutant embryos. CD41 expressing cells were again severely reduced, particularly so for CD41-high cells (see Fig. 8B). Flow cytometry analysis therefore corroborated the immuno-histological studies. Moreover, since Runx1 mutant embryos express haemangioblast marker genes including Scl, our experiments provide *in vivo* evidence that the transcriptional programme initiated by Scl is not sufficient to mediate CD41 expression in E7.5 mouse embryos, which instead critically depends on Runx1 activity.

### Upregulation of CD41 expression by Runx1 induction in ES cell differentiation culture

CD41 expression was severely reduced in E7.5 Runx1-null embryos. Chip-Seq analysis and CD41 promoter assays showed that Runx1 bound to the CD41 promoter region and upregulated CD41 expression (see Supplementary Fig. 9 for a schematic representation). Next we examined whether Runx1-reactivation in Runx1-null ES cells was able to upregulate CD41 expression as further confirmation for this regulatory link within an *in vitro* ES cell differentiation culture system. To this end, we established Runx1-reactivable ES cells (Runx1^SACRE/LacZ^ ES cells) from a transgenic mouse model where a Runx1-LacZ null allele can be reactivated by 4-hydroxy-tamoxifen (4OHT) (Samokhvalov et al., 2006; Tanaka et al., 2012). When using wild-type ES-cells, a subset of Flk1^+^ cells start to express Runx1 at around day 4 of ES cell differentiation culture on OP9 (Hirai et al., 2005). Therefore, we sorted Flk1^+^ cells after 4 days of culture on OP9, and then recultured cells on collagen type IV dishes with or without 4OHT. After 24 h and 48 h culture, we collected cells for gene expression analysis, which showed specific induction of Runx1 in the 4OHT treated cells. Subsequent analysis of CD41 mRNA levels showed minor but reproducible upregulation, but nevertheless demonstrated CD41 expression to correlate with Runx1 (Fig. 8C). Moreover, similar results have been reported for Pu.1 using a tetracycline-inducible Runx1-reactivation ES-cell based model (Hoogenkamp et al., 2009), thus further validating our strategy of intersecting ChIP-Seq data with both ES-cell and embryo-derived expression datasets.

## Discussion

Transcription factors are widely recognised as key drivers of early development, where they function as central components of gene regulatory networks that execute the genomic regulatory blueprint for cellular differentiation (Davidson and Levine, 2008). Genetic perturbation experiments of key regulatory transcription factors often result in the failure to develop entire cell lineages. One such critical transition step has been revealed through comprehensive *in vitro* and *in vivo* studies of the Runx1 protein, showing it to be indispensable for the development of blood stem/progenitor cells from haemogenic endothelial cells (Swiers et al., 2010). To understand the molecular mechanisms underlying this key developmental transition, identification of physiological Runx1 target genes in early cell populations will be essential. The genome-wide Runx1-centric expression and DNA binding data reported here represent the first integrated genome-scale analysis of complementary expression and ChIP-Seq profiles for any major haematopoietic regulator during a time-course of early haematopoietic development. Comprehensive bioinformatic analysis combined with experimental assays not only provided new insights into the control of early haematopoietic development by Runx1, but may also serve as a blueprint for future analysis of additional key regulators.

### Gradual Runx1 recruitment to target genes during early development

By generating genome-scale data across four developmentally related cell populations that represent the dynamics of early Runx1 induction, we were able to monitor how Runx1 is recruited to its first physiological target genes. This analysis demonstrated that robust Runx1 binding to most targets was only seen in the fourth and most mature population. While the underlying mechanisms remain to be elucidated, one of the most likely explanations may be that, following the first production of Runx1 protein during development, initial Runx1–DNA interactions may be short-lived and therefore not readily identified by ChIP. Indeed, this notion is supported by the observation that most regions called as peaks only in population 4 already have some enrichment for Runx1 binding in population 3 and some also in the earliest Runx1 expressing population 2 (see Fig. 2A). Short-lived ‘priming’ interactions involving Runx1 have been reported previously in a detailed analysis of Runx1 recruitment to the Pu.1–14 URE enhancer (Hoogenkamp et al., 2009). The genome-scale analysis reported here suggests that gradual recruitment of Runx1 is a widespread phenomenon. Importantly however, 100 Runx1 target regions showed robust binding already in the earlier populations suggesting a diversity of mechanisms for Runx1 recruitment, possibly depending on whether or not a given target region has already been ‘opened up’ by prior binding of other factors. It is likely that future studies with increased sequencing depth will identify additional low-level/short-lived binding events for Runx1 as well as other key transcriptional regulators.

### Identification of physiological Runx1 targets through genome-scale timecourse analysis of early haematopoietic development

Experimental strategies for the identification of transcription factor target genes commonly involve perturbation analysis, where expression changes of candidate target genes are taken as evidence for a regulatory connection with the upstream transcription factor. However, perturbation of Runx1 during early haematopoietic development fundamentally changes the cellular phenotypes of early progenitor cell populations, and therefore represents a potential impediment towards the identification of physiological target genes. We therefore elected to generate genome-wide expression and ChIP-Seq time-course data from normal cells as well as expression data from flow-sorted Runx1^+/−^ and Runx1^−/−^ cell populations from E7.5 early embryos in order to identify a high-confidence Runx1 target gene set.

The validity of the above approach is illustrated by the following points: (i) our high-confidence target gene list included Pu.1/Sfpi1 and Runx1 itself, and therefore contained the two early Runx1 targets known previously. (ii) CD41 had previously been categorised as a direct Scl target gene in ES-cell differentiation assays, yet its dependence on Runx1 activity appeared to differ depending on the type of ES-cell differentiation assay used (Mikkola et al., 2003; Lancrin et al., 2009). The genome-scale data presented here suggested that Runx1 is indeed important for early CD41 expression, which we validated *in vivo* by showing that E7.5Runx1^−/−^ embryos do not express significant levels of CD41 even though they are known to express Scl. (iii) A recent study overexpressing Runx1 in haemangioblasts suggested that Runx1 may repress endothelial genes (Sakai et al., 2009). Interestingly, there was a highly significant overlap (*P*-value 1.7e^−12^) between this study and the Runx1 negatively correlated genes reported here, which included Sox17, ectopic expression of which was recently shown to induce apoptosis in early ES cell-derived blood progenitors (Serrano et al., 2010). 

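Sox17, a transcription factor of endoderm and arterial endothelium, had signals of 2770.2, 955, 1572 and 14.7 in populations 1, 2, 3 and 4. It was thus 2.90-fold lower in population 2 than in population 1, and at least 27.7-fold lower in population 4. The other Sox17 probe set gave 1163, 420, 617 and 18.6. Between populations 2 and 3, where Runx1 was 3.62-fold higher, Sox17 was 1.65-fold higher, or 1.47-fold by its other probe set. The array of population 3 was also brighter. Expressed genes had a median log2 ratio to population 1 of 0.35 there, against 0.05 in population 2. The difference in Sox17 was not separated from this shift.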

Direct repression of Sox17 by Runx1 is therefore consistent with the known function of Runx1 as a positive driver of early haematopoietic specification, and underscores the notion that this important function of Runx1 may include repression as well as activation of target genes.

### Sequential deployment of regulatory circuits during a developmental time course

Recent large scale regulatory network studies in lower model organisms have revealed that tissue-specific gene expression is controlled by densely connected networks of TFs which directly control downstream effector genes rather than operating through extended regulatory cascades (Davidson, 2010; Roy et al., 2010; Wilson et al., 2011). However, it is currently not known how these densely connected multi TF networks are established during the specification of cell types from undifferentiated pluripotent progenitors, which typically do not express any of these major tissue-specific TFs. Of note, expression of the various lineage-specific transcription factors is typically initiated at different time-points during tissue specification. For example, whereas all members of the previously described Scl/Gata2/Fli1 haemangioblast triad are expressed prior to Runx1, we have shown here that other regulators such as Pu.1 and Gfi1b follow the Runx1 pattern. 

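Scl (Tal1) had signals of 581, 1094, 1346 and 3359.5 in populations 1 to 4, Gata2 had 530.3, 548, 518 and 330.1, and Fli1 had 2155, 2401, 2701 and 1043. All 3 members of the triad were thus above 100 in population 1, where Runx1 was below it. Population 1 was gated as Runx1-Venus negative, and the paper describes it as committed to the endothelial lineage. Its low Runx1 signal follows from the gate, so the contrast cannot test whether the triad precedes Runx1. Pu.1 (Spi1), a factor of myeloid cells, had signals of 42.6, 37.3, 154 and 131, and Gfi1b 35.9, 40.1, 100.4 and 802. Spi1 was therefore first above 100 in population 3, as was Gfi1b, at the limit. Populations sorted on 1 day stand for stages only by their surface markers.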

Given that the latter two were also direct Runx1 targets, our results are consistent with a model whereby individual subcircuits are activated sequentially during increasing differentiation towards haematopoietic fate. The mechanisms underlying step-wise activation of the proposed core circuits represent important targets for future investigation, with the recent demonstration of Runx1 repression by HoxA3 in haemangioblasts providing a potentially very significant first clue (Iacovino et al., 2011).

Comparison of genome-scale data during haematopoietic specification (this paper) with data from fully specified blood progenitor cells (Wilson et al., 2010a) demonstrated that many of the early Runx1 targets are targets of both Runx1 and the Scl/Gata2/Fli1 triad in fully specified haematopoietic progenitor cells (see Fig. 4). These genes correlate with Runx1 expression during early haematopoietic specification, thus suggesting that even though they ultimately end up downstream of the Scl/Gata2/Fli1 triad, this triad is not sufficient to initiate their expression, which by contrast appears to require Runx1. This hypothesis was indeed corroborated through our complementary *in vitro* and *in vivo* analysis of CD41 regulation. A model is therefore emerging whereby key regulators or small regulatory core circuits are activated sequentially during development, yet end up controlling target genes collectively. Within a fully specified tissue therefore, developmental regulatory cascades effectively collapse into one large and densely connected TF network, which directly controls expression of tissue specific effector genes.

One important mechanism involved in stabilising these large transcription factor networks is likely to be extensive protein-protein interactions, new examples of which continue to be discovered (Wilson et al., 2010a; Palii et al., 2011) including the recent demonstration of Runx1–Gata2 interactions which would link Runx1 with the earlier haemangioblast core circuit. The resultant crosstalk would have the capacity to stabilise emerging regulatory networks assembled from sequentially activated individual TFs or small core circuits. Validation of this model will require time-course analysis of multiple key regulatory TFs in addition to the data on Runx1 presented here. Nevertheless, the comprehensive genome-scale analysis of Runx1-centric gene expression and ChIP-Seq data reported here illustrates the power of this approach; not only to enhance our understanding of the functionality of an individual regulator, but also to gain potentially widely applicable insights into the transcriptional control of mammalian development.

## Authorship contributions

YT, AJ, NKW and SK performed the work. YT, AJ, SN and BG wrote the paper. SN and BG designed the study.

## Conflict of interest disclosure

The authors declare that there are no conflicts of interest.

## Figures and Tables

**Fig. 1:**
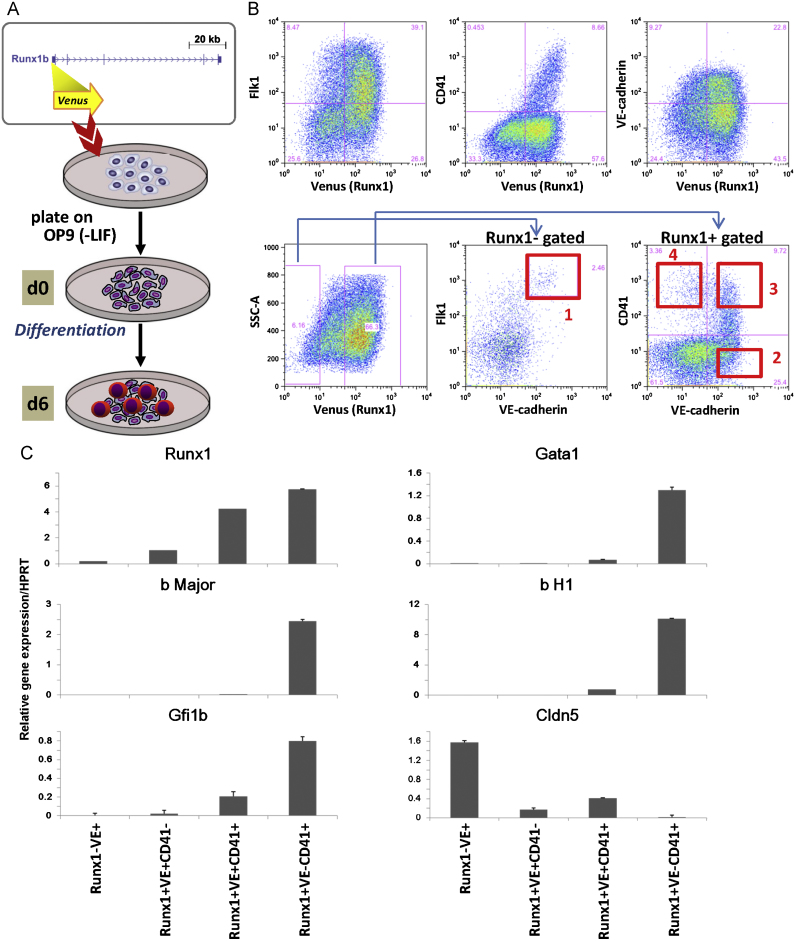
Isolation of cell populations and validation by gene expression analysis. (A) ES cell differentiation using an ES cell line model containing a Venus reporter gene knocked into one of the endogenous Runx1 alleles. The ES cells were plated onto OP9 cells without LIF and differentiated for 6 day. (B) FACS plots from day 6 Runx1^venus/+^ ES cells differentiated on OP9. Purification of four cell populations of increasing haematopoietic potential using flow cytometry (1) Runx1^−^VE^+^Flk1^+^, (2) Runx1^+^VE^+^CD41^−^, (3) Runx1^+^VE^+^CD41^+^ and (4) Runx1^+^VE^−^CD41^+^. (C) Populations 1–4 were validated using quantitative RT-PCR analysing the expression of Runx1, Gata1, bMajor, bH1, Gfi1b and Cldn5.

**Fig. 2:**
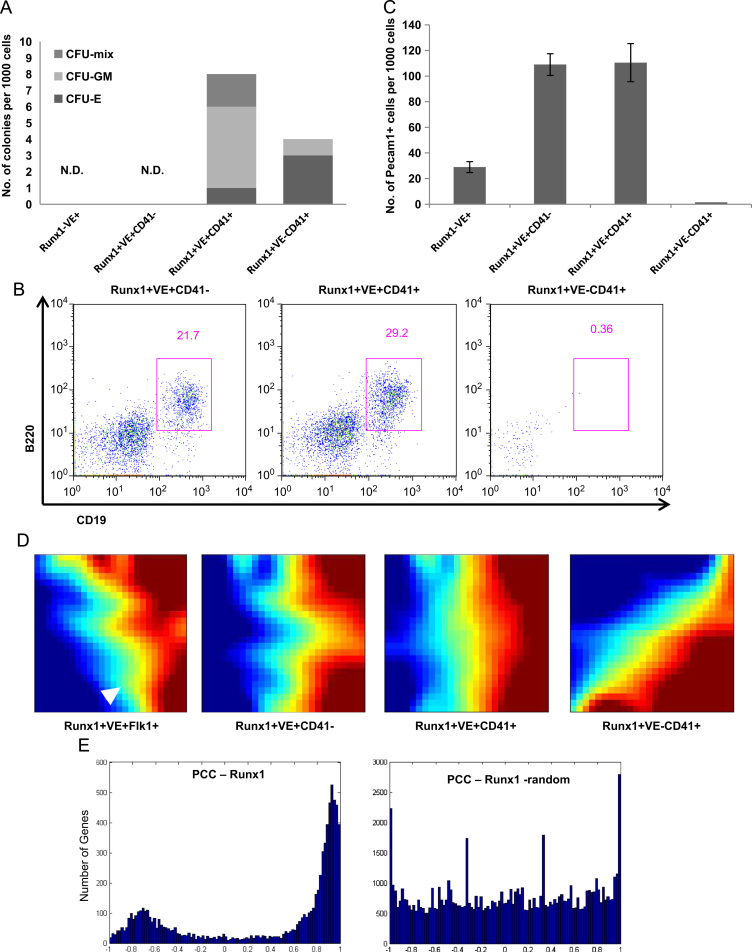
Endothelial and haematopoietic potentials of the day 6 differentiated Runx1^Venus/+^ ES cell populations and gene expression dynamics during early blood specification. (A) The 4 sorted populations were cultured in methylcellulose. At day 10 of culture, haematopoietic colonies were counted. (B) Lymphoid potential of the 3 Runx1 expressing populations. The 3 Runx1 expressing populations were sorted and cultured on OP9 in the presence of 10 ng/ml IL-7 and Flt3L for 14 day. Non-adherent cells were collected from the culture and analysed by flow cytometry for the expression of B220 and CD19. (C) Endothelial cell colony forming potential of the 4 populations. The 4 populations were sorted and cultured on OP9. Endothelial colonies judged by immunostaining against Pecam1 were counted after 4 day. (D) Global analysis of changes in gene expression profiles of the four sorted samples represented using gene expression dynamics investigator (GEDI (Eichler et al., 2003)) plots with a colour gradient (blue representing lowly expressed genes to red representing highly expressed genes). The white arrowhead indicates the position of Runx1, the expression of which increases across the four samples as expected. (E) Correlation analysis of dynamically expressed genes in relation to Runx1 expression; (i) Pearson’s correlation coefficients (PCC) for all dynamically expressed genes with respect to Runx1 showing that most of these genes correlate positively or negatively with Runx1 expression. (ii) Control analysis with randomised samples confirming that the coherent dynamic transcriptome with respect to Runx1 is valid.

**Fig. 3:**
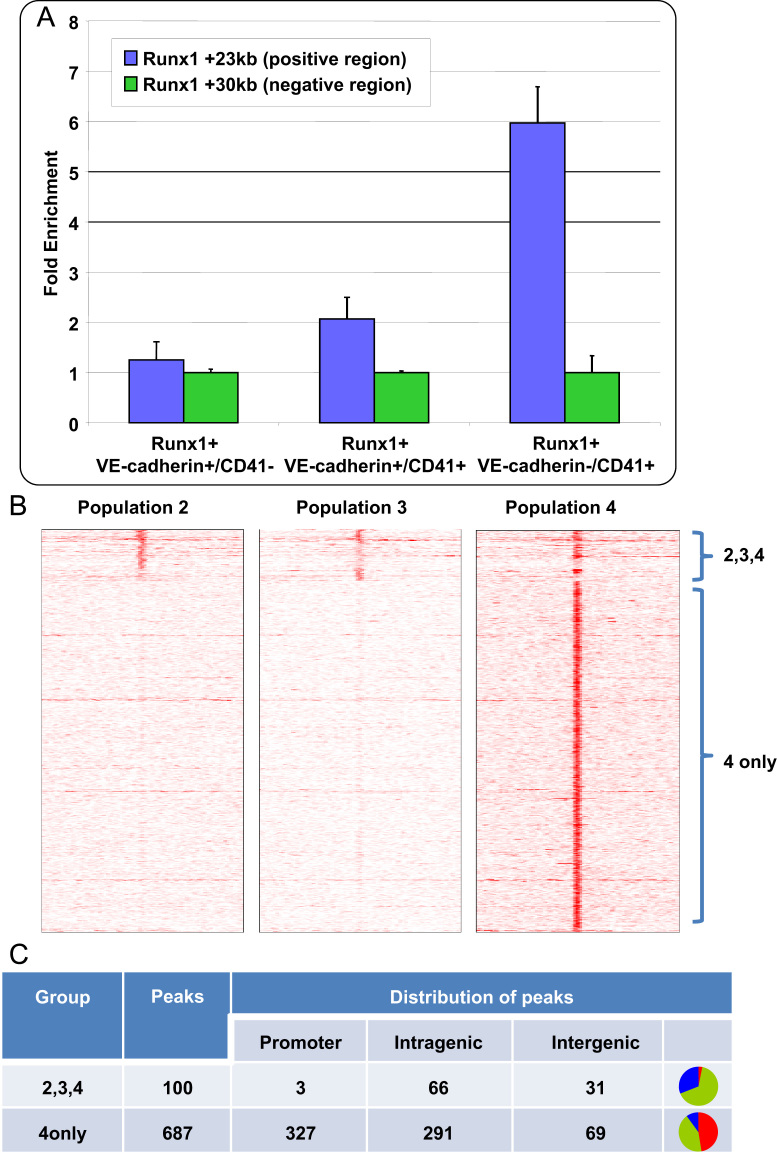
ChIP-Seq analysis of populations 2–4 permits genome-wide analysis of Runx1 recruitment to its target sites during early haematopoietic development. (A) Validation of Runx1 ChIP assays. Runx1 ChIP assays in populations 2–4 were validated using quantitative PCR with primer pairs for a region known to be bound by Runx1 (+23 kb, blue bars) and a negative control region (+30 kb, green bars) (Wilson et al., 2009). (B) Heatmaps displaying density profiles of Runx1 binding in populations 2–4 to all 787 peak regions, with the peak summit at the center shown with 5 kb flanking sequence either side. Few peaks occur in populations 2 and 3 with most peaks showing strong binding in population 4. (C) Analysis of peak locations with respect to genes. Peaks shared by all populations are rarely found in promoters whereas peaks found in population 4 are equally distributed between promoters and intragenic regions. The pie charts on the right show proportion of peaks in promoters (red), intragenic (green) and intergenic (blue).

**Fig. 4:**
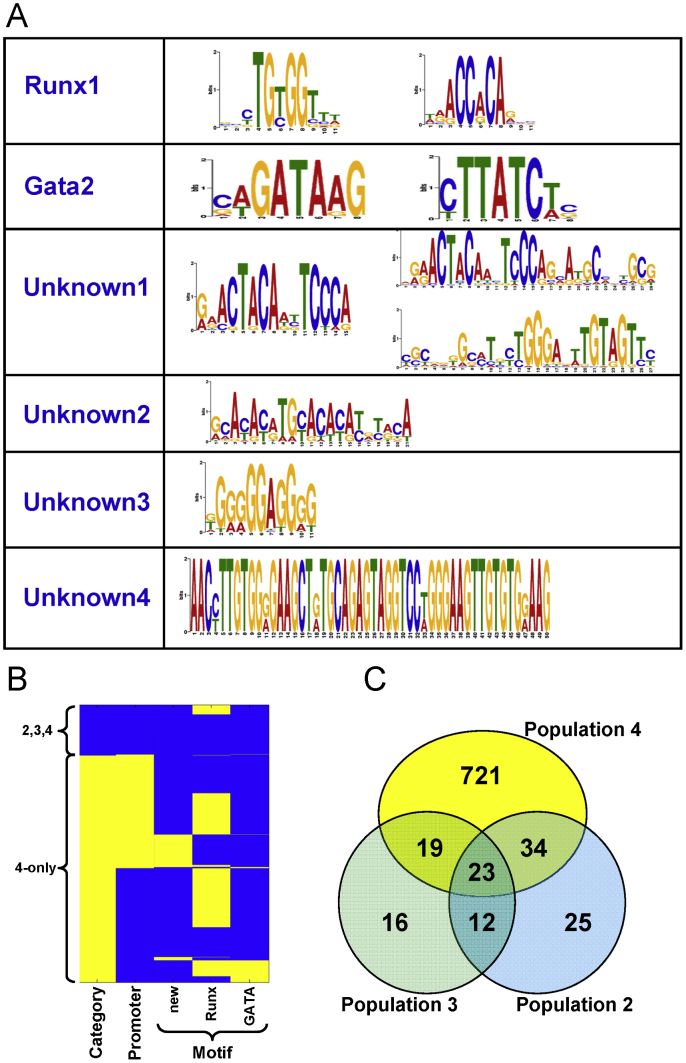
Motif discovery reveals a novel motif enriched in promoters. (A) *De novo* motif discovery reveals three overrepresented motifs with their reverse compliment in Runx1-bound regions, two of which correspond to the Runx and GATA consensus motifs. (B) Hierarchical clustering of all regions bound by Runx1 based on binding profile partitions (populations 2–4 versus population 4 only, location in promoters (second column), and presence of the new, Runx1 or Gata motif from (C) as determined using TFBSSearch (Chapman et al., 2004). (C) Venn diagram of peak overlaps of peaks for the three populations specifically highlighting high overlap between populations 2 and 3 (see also Supplementary Fig. 2).

**Fig. 5:**
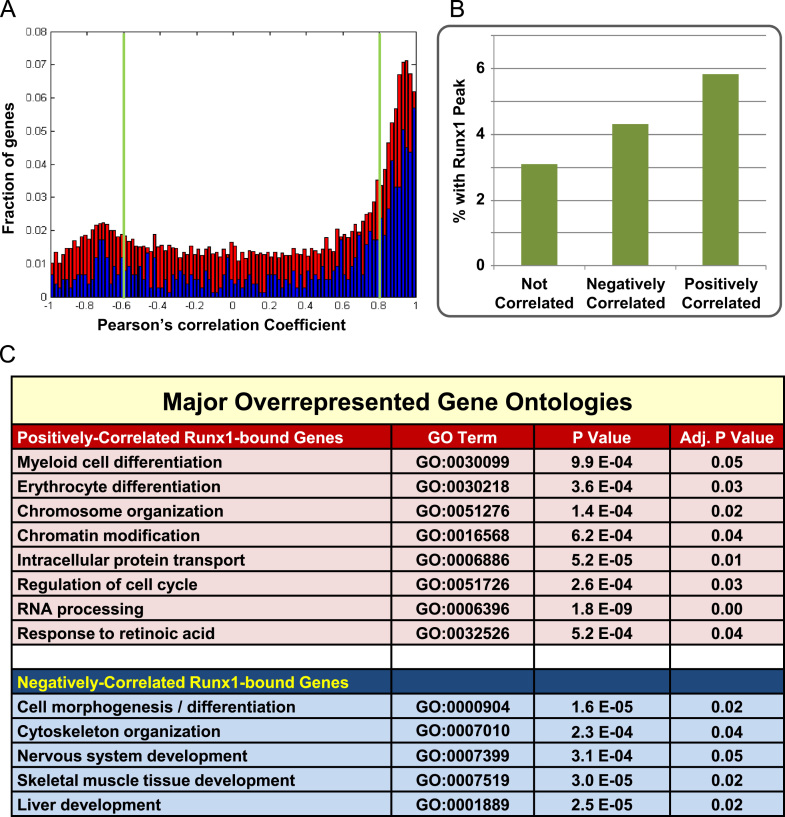
Integration of expression and ChIP-Seq datasets defines a candidate Runx1 target gene set. (A) Histogram showing correlation with Runx1 dynamics for all genes (red) and Runx1 bound genes (blue) (scaled appropriately for superposition) with correlation (0.8) and negative correlation (−0.6) cut-offs. (B) Fraction of Runx1 bound genes in not-correlated, negatively correlated and correlated gene- sets respectively (as defined using the cut-offs in (A). The gradual increase supports the regulatory role of Runx1 inferred from binding events. (C) Analysis of putative gene functions using gene ontology overrepresentation (Al-Shahrour et al., 2008) reveals biological functions consistent with haematopoietic development for correlated Runx1-bound genes, and non-haematopoietic fates for negatively correlated Runx1 bound genes. See Supplementary Fig. 3 for Gene Ontology analysis results using peak regions from single populations.

**Fig. 6:**
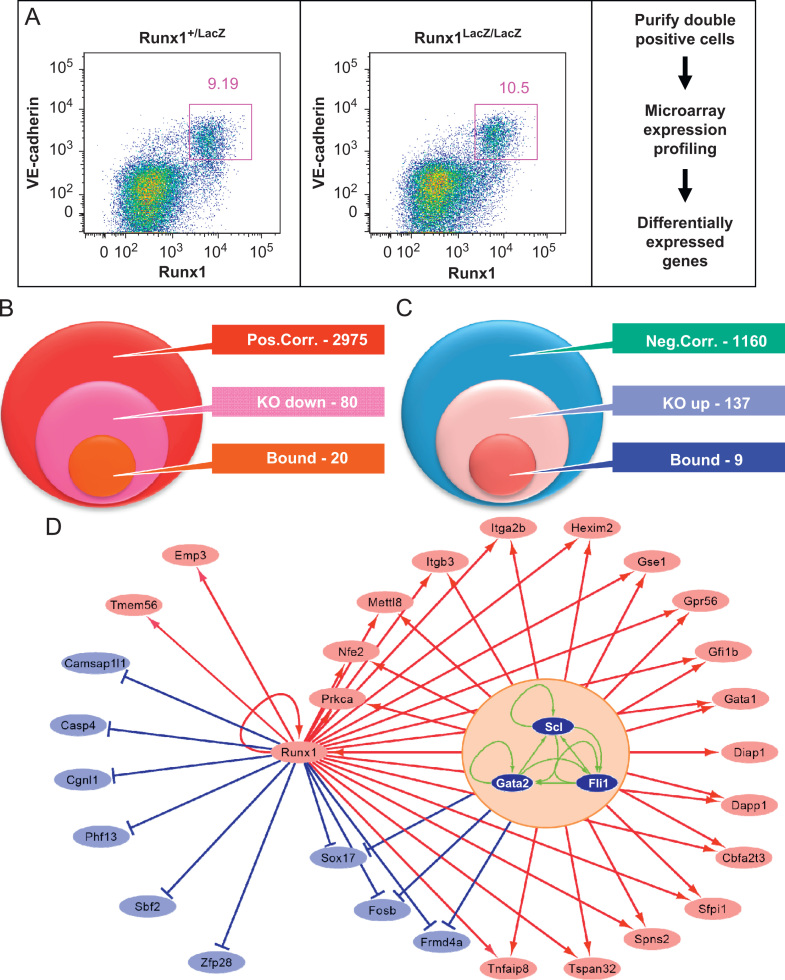
Intersection of Runx1-correlated and Runx1-bound genes with Runx1^−/−^ expression profiling suggests a step-wise establishment of the haematopoietic transcriptional programme. (A) Identification of differentially expressed genes in E7.5 Runx1^+/−^ and Runx1^−/−^ embryos. VE-cadherin^+^/Runx1^+^ cells were flow sorted from E7.5 mouse embryos and differentially expressed genes were identified by microarray expression profiling. The pink square indicates the gate used for cell sorting. (B) Intersection of gene expression and ChIP-Seq datasets identifies a candidate gene set positively controlled by Runx1. ‘Pos.Corr.’, genes positively correlating with Runx1 expression from Fig. 5(A) (e.g., using expression profiling data from *in vitro* differentiated ES cells); ‘KO down’, genes at least 1.5-fold lower in E7.5 Runx1^−/−^ than Runx1^+/−^ from (A) (e.g., using primary cells derived from mouse embryos); ‘Bound’, genes bound by Runx1 in one or more of the three populations from Fig. 3C) Intersection of gene expression and ChIP-Seq datasets identifies a candidate gene set negatively controlled by Runx1. ‘Neg.Corr.’, genes negatively correlating with Runx1 expression from Fig. 5(A) (e.g., using expression profiling data from *in vitro* differentiated ES cells); ‘KO up’, genes at least 1.5-fold higher in E7.5 Runx1^−/−^ than Runx1^+/−^ from A (e.g., using primary cells derived from mouse embryos); ‘Bound’, genes bound by Runx1 in one or more of the 3 populations from Fig. 3D) The majority of Runx1 positively controlled genes from Fig. 6B are bound by the Scl/Gata2/Fli1 triad in haematopoietic progenitor cells. The diagram shows all Runx1-positively controlled genes in red and negatively controlled genes in blue. Links are also drawn for those genes bound by the Scl/Gata2/Fli1 triad in haematopoietic progenitor cells, showing binding for 18/20 Runx1 positively controlled and 3/10 Runx1-negatively controlled genes. Only one of the genes (Mettll3) has a Runx1 peak bound in populations 2–4.

**Fig. 7:**
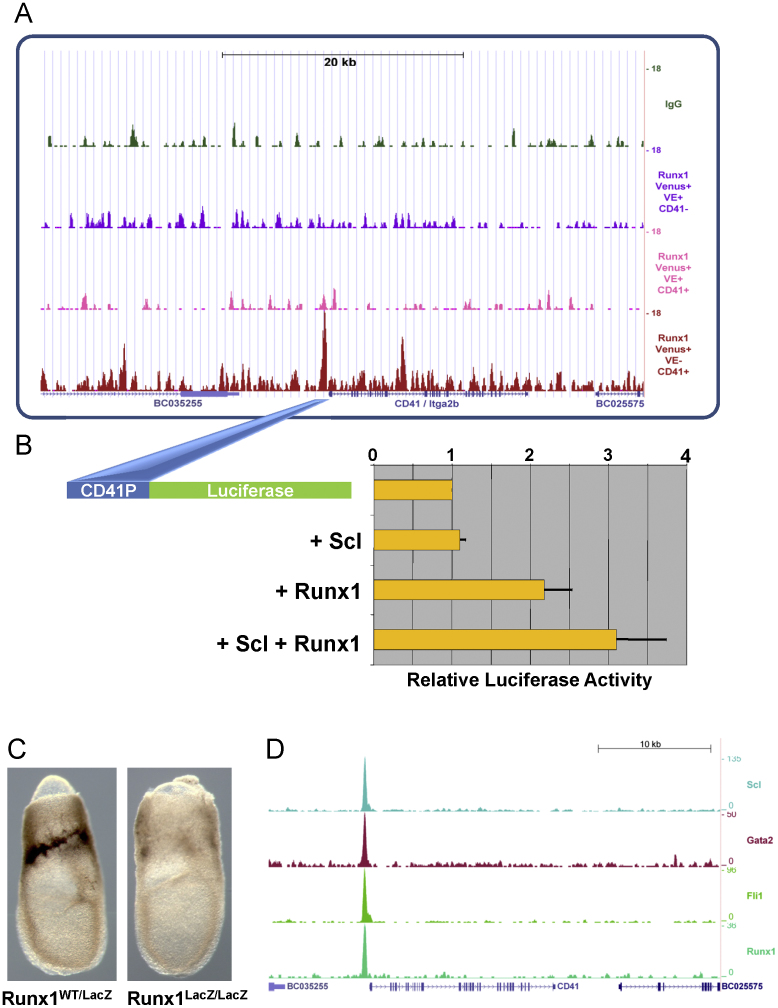
Validation of CD41 as a direct target of Runx1 during early haematopoietic development. (A) Runx1 is recruited to the CD41 promoter during haematopoietic development. Raw ChIP-Seq read data were transformed into density plots and displayed as custom tracks within the UCSC genome browser above the UCSC track for gene structure (IgG control at the top followed by Runx1 data for populations 2–4). (B) The CD41 promoter can be activated by Runx1 and Runx1 together with Scl. The murine CD41 promoter region was inserted upstream of a luciferase reporter gene, and its activity monitored following co-transfection with Scl and Runx1 expression constructs in 293T cells. Relative luciferase activity values are normalised to empty vector control transfections. Values shown represent the average of 3 independent experiments, each performed in triplicate. (C) Early CD41 expression in mouse embryos critically depends on Runx1 activity. Immunostaining for CD41 in Runx1 heterozygous and Runx1 homozygous knock-in E7.5 embryos shows loss of CD41 expression in the absence of Runx1. (D) Scl, Gata2, Fli1 and Runx1 bind to the CD41 promoter in the murine haematopoietic progenitor cell line HPC7. ChIP-Seq results are displayed as density profile custom tracks within the UCSC genome browser as for A.

**Fig. 8:**
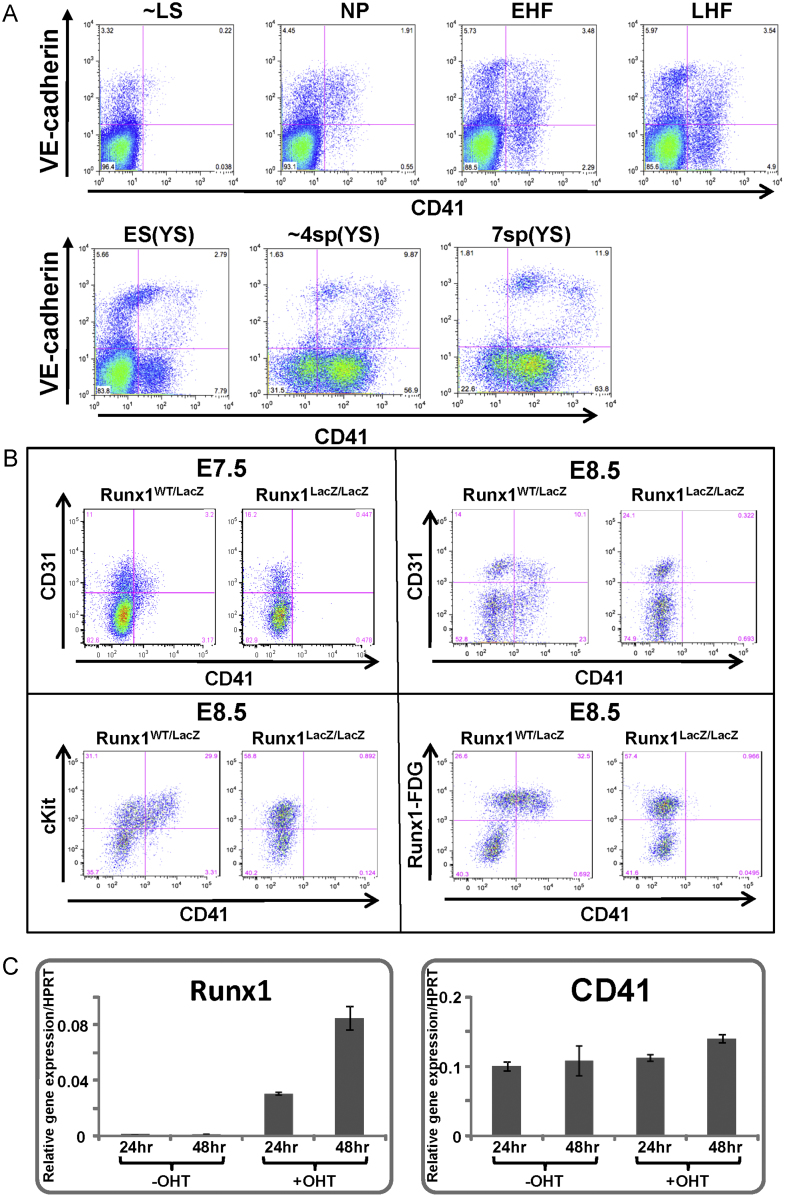
(A) Time course analysis of CD41 expression in early mouse embryos. (A) CD41 and VE-cadherin expression were analysed by flow cytometry between E7.0 and E8.25 of mouse embryonic development. Seven distinct developmental stages between E7.0 and E8.5 were analysed. A distinct CD41 bright population only becomes clearly separable by FACS at the ES stage. LS=late streak stage, NP=neural plate stage, EHF=early head fold stage, LHF=late head fold stage, ES=early somite pair stage (0–1 somite pairs), 4sp=approximately 3–4 somite pair stage, 7sp=7 somite pair stage. The Runx1^+/−^ and Runx1^−/−^ embryos analysed in Fig. 6 are approximately equivalent to the NP stage. Each FACS plot of LS–LHF stage embryos is from 8–10 pooled stage-matched whole embryos. Each FACS plot from somite pair stage embryos is from 4–6 pooled stage-matched yolk sacs. All embryos are from females crossed with GFP-transgenic males to avoid contamination of maternal cells. (B) FACS analysis of E7.5 and E8.5 Runx1-Venus knock-in heterozygous and homozygous mouse embryos. Embryos were dissected and carefully staged. Dissociated cells were analysed by FACS using antibodies against CD41 in combination with anti-CD31 and cKit as well as Runx1-Venus fluorescence. Homozygous Runx1 knock-out embryos show a severe reduction in CD41 positive cells, and a complete absence of cKit-high/CD41^+^ cells. (C) Q-RT-PCR analysis of Runx1 reactivation. Sorted day 4 Flk1+ cells from OP9 co-culture of Runx1-reactivable ES cells (Runx1^SACRE/LacZ^ ES cells) were replated on collagen type IV dishes with or without 4OH-tamoxifen. Cells were harvested for RNA isolation after 24 h and 48 h (see Supplementary Fig. 9 for detailed experimental outline).

How the deposited data were processed for this re-analysis (not part of the article)

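The 4 sorted populations of day 6 cultures of heterozygous Runx1 Venus/+ ES cells were measured, with 1 array each: population 1 (Runx1-Venus negative, VE-cadherin and Flk1 positive), population 2 (Runx1-Venus and VE-cadherin positive, CD41 negative), population 3 (positive for all) and population 4 (Runx1-Venus and CD41 positive, VE-cadherin negative). The authors deposited probe set signals in intensity units on a linear scale. Their processing notes name MAS5 and GCOS 1.3, while the scaling target, masking and detection calls are not stated. With 1 array per population no test or error between populations is given, and errors in the closing section are over probe sets or genes of single arrays, not over samples, while the number of arrays limits the precision. The Agilent arrays, the embryo arrays and the ChIP-Seq reads were not used here.

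Of the deposited signals, those of 34958 probe sets with 1 gene symbol were kept. A further 932 with several symbols and 9160 without a symbol in the annotation used were left out. Of the 64 control probe sets, 13 carry a gene symbol and were kept with their genes, and the others served for quality checks only. Symbols came from the array annotation and from gene records of assembly GRCm38.p6, used for names only. Of 18194 genes, 9012 had more than 1 probe set, and the probe set with the highest mean log2 signal was taken. Over 2881 pairs of a gene's main probe set and another one of the gene, the median absolute difference in the log2 ratio of population 4 over population 1 was 0.21. These pairs are only a part of those available, as 9012 genes had more than 1 probe set. The value therefore does not describe probe sets outside these pairs.

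Dynamic genes had a standard deviation over the 4 log2 signals above 1 and a signal above 100 in at least 1 population. Fold changes used signals raised to 100 where they were lower, so that a fold against such a signal is a lower bound. Pearson correlation with Runx1 was computed on log2 signals (signals under 1 set to 1), with the limits of Fig. 5A, 0.8 and -0.6. Candidate targets and genes with altered expression in Runx1-deficient cells were read from Supplementary Tables 2 and 3. Gene lists were fixed before the data were examined, except that the study's own genes of Fig. 1(C) and Fig. 6(D) come from the paper. They covered endothelial, arterial and Notch, erythroid, globin, megakaryocyte, myeloid, lymphoid, mast cell, early mesoderm and haematopoietic transcription factor genes, cell cycle, ribosome biogenesis, RNA processing, chromatin, endothelial matrix, cytoskeleton, cholesterol, glycolysis, interferon, immediate early, stromal, BMP, posterior Hox, pluripotency, muscle, liver, neural and housekeeping genes, and the sort markers and the triad of Scl, Gata2 and Fli1. For each list, the median log2 ratio of members with a signal above 100 was set beside 10000 random lists of the same size matched on mean log2 signal in 20 bins, as a description of these arrays.

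Genes are named by a rule fixed in advance: those the study names, all sort markers, globins and triad members, the 10 largest differences in each direction between populations 4 and 1 and the 5 largest for other pairs (signal of at least 400, other probe sets going the same way), and up to 4 members of each other list. Genes named beside the counts of candidate targets, Mki67, Hprt, and Fermt3, Tox2, Emcn and Nfe2 beside the correlation classes were chosen after their values were seen.

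Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used. The computation was tested on simulated data with noise of 0.15 (log2 SD) and 200 genes planted per direction and fold. Of genes planted 8-fold higher in population 4 than in population 1 along the Runx1 profile, 100% lay above 0.8 and 100% were dynamic, while of those planted 4-fold higher 9.50% were dynamic. Among 7275 simulated genes without a difference, 0% were dynamic, which follows from a noise of 0.15 against a limit of 1. Larger noise at background signals was not simulated. The 0% therefore does not test dynamic calls that rest on signals below 100. On the arrays, 4553 genes were dynamic without the signal minimum.

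The alternatives were centring on the array median, quantile normalisation, the mean over probe sets, leaving out probe sets shared between transcripts, linear signals, other signal minimums and floors, a standard deviation with n, counting probe sets, other Runx1 probe sets, signals raised to 100 before correlation, and leaving out population 4. Scaling on the poly-A or the hybridisation controls, counting genes not above 100 as uncorrelated and the orders of Runx1 values after centring were added after the data were seen.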

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

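Several gene lists that the paper does not discuss stood apart from random lists matched on signal in the comparison of population 4 with population 1. No list here was tested for a cause. The values are medians over 1 array per population, with no replicate check.

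Cell cycle genes had a median log2 ratio of 2.15 over 30 genes, all of them at least 2-fold higher in population 4. Mki67 had signals of 836, 2239.6, 2208 and 5854 in populations 1 to 4. At the step from population 1 to 2, 21 of them were already at least 2-fold higher. Ribosome biogenesis genes had a median of 1.18 over 36 genes and cholesterol synthesis genes 1.05 over 15 genes.

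In the other direction, the median was -2.20 over 24 genes of endothelial matrix and adhesion, -1.36 over 19 genes of the BMP and TGF-beta pathways (-0.60 with the mean over probe sets and -0.58 with a floor of 200), -1.28 over 27 immediate early genes, which respond to stress during cell dissociation, and -1.16 over 23 stromal and mesenchymal genes, a list that stands for the OP9 cells of the co-culture. Each kept its sign under every scaling tried, including scaling on the control probe sets, which was chosen after seeing the data.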

How the results depend on the processing

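The alternatives were set before the data were examined, except scaling on the poly-A and hybridisation controls and counting genes not above 100 as uncorrelated, which were chosen after seeing the data. Of 1469 recomputed values, 1319 lay within the tolerance (1.5-fold for counts and ratios, the 95% binomial interval for percentages), 150 moved, and 0 of those with a log2 size of at least 1 changed sign. The overlaps with Runx1-deficient cells stayed within it in 59 of 60 cases and the list medians in 1019 of 1080. The cause of a move was not tested unless the setting's construction gives it.

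After centring on the array median, 366 dynamic genes were lower at every step. At least 4-fold differences numbered 17 higher from population 1 to 2, and 11 higher and 2 lower from population 2 to 3. Expressed genes above 0.8 numbered 2275 and below -0.6 2302, and of the candidate targets 27.1% and 19.7% lay in these classes. Quantile normalisation gave 357 genes lower at every step, 13 higher and 1 lower from population 2 to 3, 2090 and 2716 expressed genes in the classes, and 25.6% and 24.6% of targets. Scaling on the poly-A controls gave 18 genes higher from population 1 to 2, 11 higher and 2 lower from population 2 to 3, 2452 and 2182 expressed genes, and 28.5% and 19.2% of targets. Scaling on the hybridisation controls gave 47 genes higher from population 2 to 3, and 618 higher and 458 lower from population 1 to 4. It left 584 dynamic genes above 0.8 and 463 below -0.6, 738 expressed genes below -0.6, and 53.1% and 5% of targets.

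Linear signals let 9468 genes pass the standard deviation, since every signal varies by more than 1 on that scale. Of these 2636 were higher and 341 lower at every step, 2123 and 1223 at least 2-fold higher and lower in population 4 than in population 1, and 4589 and 1763 above 0.8 and below -0.6. Of the targets 53.0% and 16.0% lay in the classes, and 27 bound genes above 0.8 were lower in Runx1-deficient cells. Without a signal minimum, which adds genes by construction, 4553 genes were dynamic, 820 of them above 0.8 and 1165 below -0.6, and 2806 of all genes lay below -0.6. Of the targets 37.6% lay above 0.8, and the bound shares were 5.41%, 3.14% and 3.71% above 0.8, below -0.6 and between. With genes not above 100 all counted as uncorrelated, 33.5% and 9.10% of targets lay above 0.8 and below -0.6, and 3.34% of uncorrelated genes were bound. Counting probe sets, also more by construction, gave 2249 dynamic ones, 405 higher and 282 lower at every step, 639 and 1033 at least 2-fold higher and lower, 546 and 1086 in the correlation classes, and 6551 and 2401 among all expressed.

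With the mean over probe sets, the log2 ratio of Runx1 was 0 for population 2 over 1, where both means lie below the floor, and 2.37 for population 4 over 1, and that of Cdh5 was -3.23. At least 4-fold higher and lower were 3 and 37 genes from population 1 to 2, 76 and 265 from population 3 to 4, and 280 and 353 from population 1 to 4, with 14 higher from population 2 to 3. The negatively controlled targets of Fig. 6(D) had medians of -0.22 for population 4 over 3 and -0.99 over 1, and BMP genes -0.60. Leaving out shared probe sets gave 3 genes higher from population 1 to 2 and a median of -0.85 for the negatively controlled targets, population 4 over 3.

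Without a floor, at least 4-fold higher and lower were 503 and 1010 genes from population 1 to 2, 1111 and 324 from 2 to 3, 860 and 1414 from 3 to 4, and 1551 and 1538 from 1 to 4. Many of these lie at background signals. A floor of 50 gave 14 higher from 1 to 2 and 41 from 2 to 3. A floor of 200 gave 2 and 13 at these steps, 75 higher and 271 lower from 3 to 4 and 261 higher from 1 to 4. Medians followed the floor. For floors of 50, of 200 and none, the positively controlled targets of Fig. 6(D), population 4 over 1, had 3.02, 1.41 and 4.22, and megakaryocyte genes 2.60, 1.27 and 2.78. Myeloid genes, population 3 over 2, had 1.64, 0.19 and 2.15, and population 4 over 1, 1.39 for a floor of 50 and 1.96 for none. Without a floor the positively controlled targets had 1.47 for population 3 over 2, erythroid genes 0.65, 3.39 and 3.91 for 3 over 2, 4 over 3 and 4 over 1, megakaryocyte genes 1.09 for 3 over 2, endothelial genes -3.77 and -4.17 for 4 over 3 and 4 over 1, and arterial genes -3.76 and -4.52. With a floor of 50 arterial genes had -4.20 for 4 over 1, and with floors of 50 and none BMP genes had -1.20 for 4 over 3. With a floor of 200, endothelial, arterial and negatively controlled genes had -2.48, -2.07 and -0.93 for 4 over 3, and BMP genes -0.58 for 4 over 1.

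Raising signals to 100 before correlation left 185 and 441 dynamic genes in the classes. With other Runx1 probe sets, 36.3%, 48.9% and 49.7% of targets lay above 0.8 and, for the second of these, 20.5% below -0.6. Signals near background limit the values of genes below 100.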

Differences from the paper's values

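The paper reports 7753 genes with dynamic expression in its methods and over 6000 (the paper's value) in its results. Here 1380 genes passed the stated thresholds on log2 signals. Of the alternatives set before the data were examined, linear signals gave 9468, within 1.5-fold of the methods' count and above the results' count, which is a lower bound, though not within 1.5-fold of it taken as exact. Leaving out the signal minimum gave 4553, within 1.5-fold of the results' count alone but below that bound. Centring, quantile normalisation, the mean over probe sets, leaving out shared probe sets, a minimum of 200, a standard deviation with n and counting probe sets stayed below both.

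Genes positively correlated with Runx1 number over 2900 in the paper, which required the correlation on both platforms, and 329 among the dynamic genes here. Linear signals gave 4589 dynamic genes, above the paper's lower bound, and no alternative set before the data were examined came within 1.5-fold of it taken as exact. Among all expressed genes 3882 lay above 0.8, within 1.5-fold of the paper's count. For negatively correlated genes the paper gives 1160, and 671 dynamic genes lay below -0.6 here. Quantile normalisation (822), another Runx1 probe set (801), leaving out the signal minimum (1165) and counting probe sets (1086) came within 1.5-fold, while centring, the mean over probe sets, leaving out shared probe sets, linear signals, the other Runx1 probe sets and their mean, a minimum of 200, leaving out population 4 and raising signals to 100 did not. All expressed genes gave 1453.

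The bound share of uncorrelated genes is about 3.1% in Fig. 5B, read by eye, against 6.22% of expressed genes here. The paper states that positively correlated genes were 2 times as likely to be bound as uncorrelated ones, and the ratio here was 1.04. Leaving out the signal minimum gave 3.71% and a ratio of 1.46, within 1.5-fold of the paper's values. No other alternative set before the data were examined did so, whether scaling, probe set rule, linear signals, Runx1 profile or a minimum of 200. Counting all genes not above 100 as uncorrelated, a setting chosen after seeing the values, gave 3.34% and a ratio of 1.93. With or without that setting, 26 of the paper's 219 bound and positively correlated genes were outside the class above 0.8. Only 204 of the 219 were measured, and 11 of these lay outside it.

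Regarding directions, the paper states that candidate targets were enriched among positively and, less so, among negatively correlated genes. The paper compared them with all genes, and without the signal minimum 37.6% of targets lay above 0.8 here, against 28.5% of all genes, in the paper's direction though within the range of lists matched on signal (32.5 to 39.0%), while 11.8% lay below -0.6, against 15.4%. Beside random lists of expressed genes matched on signal, which the paper did not use, 43.5% lay above 0.8, within their range, and 11.8% below -0.6, under the lower end of theirs. With linear signals 53.0% lay above 0.8 (random lists 44.5 to 52.3%), an excess under an alternative set before the data were examined. With 1 of the other Runx1 probe sets, also set before, 48.9% did (40.3 to 48.0%), but its signal was below 100 in populations 1, 2 and 3, so that profile lies largely at background. Quantile normalisation reached the upper end of its range (25.6%). No setting showed an excess below -0.6. Of the 20 positively controlled genes of Fig. 6(D), 16 lay above 0.8 here, and Gata1, Dapp1, Emp3 and Diaph1 did not, though each was at least 2-fold higher in population 4 than in population 1. All 4 lay above 0.8 with linear signals, with the mean over probe sets and with 3 of the other Runx1 probe sets. Gata1, Dapp1 and Emp3, but not Diaph1, did so with the mean of the Runx1 probe sets and with scaling on the hybridisation controls, which was chosen after seeing the values. Hbb-bh1 in population 3 was about 7% of population 4 by Q-RT-PCR in Fig. 1(C), read by eye, relative to Hprt, against 22.4% on the array, or 35.5% relative to the Hprt signal.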

Other observations

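Of the 1380 dynamic genes, 184 were highest and 21 lowest in population 3, on an array where expressed genes had a median log2 ratio of 0.35 to population 1, against 0.05 in population 2. Among genes highest there was Alox5ap, encoding the activating protein of 5-lipoxygenase, with signals of 780.0, 984, 4454 and 1090.3 in populations 1 to 4. The mannose receptor gene Mrc1 had 2011, 1593, 3503 and 25.0, Lyve1 had 366, 227, 1504 and 57.5, and Bmp2 602, 1953, 4141 and 1802. These genes were chosen after their values were seen.

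The Q-RT-PCR values of the paper are relative to Hprt, which had signals of 1365, 1855, 1969 and 3125, 2.29-fold higher in population 4 than in population 1, where all expressed genes had a median log2 ratio of 0.43. The 14 housekeeping genes had a median of 0.05, which was -0.04 after centring. The fixed lists not given elsewhere had these medians for population 4 over population 1: glycolysis and hypoxia 0.03 over 19 genes (-0.06 after centring), interferon response -1.06 over 10, posterior Hox genes -0.88 over 7 (0 with a floor of 200 and -2.64 without a floor), pluripotency -2.00 over 4, globins 6.90 over 4 (5.90 and 7.81), sort markers -0.71 over 4, the Q-RT-PCR list 3.69 over 6 (2.69 and 4.97) and the triad -0.68 over 3. Adult beta-globin, which the paper measured as beta-major, is represented in the globin and Q-RT-PCR lists by Hbb-b2 alone, whose probe set had a log2 ratio of 0.67. Early mesoderm, lymphoid and mast cell genes had fewer than 3 measured members.

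All tests in the paragraphs that follow were chosen after the result was seen, except the test on the hybridisation controls, whose bounds were written before.

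More expressed genes lay above 0.8 than below -0.6 in correlation with Runx1, 2.67 times as many on the deposited scale. Scaling that left the arrays of populations 3 and 4 too bright would raise the hybridisation controls too, but these were lower there, by a median log2 difference of -0.34 (standard error 0.04, 18 probe sets). Scaled on the poly-A controls, which are added before labelling, the ratio was 1.12, but scaled on the hybridisation controls it was 6.58. Against population 1, the poly-A controls stood at log2 ratios of -0.18, 0.25 and 0.10 in populations 2, 3 and 4. Expressed genes stood at 0.05, 0.35 and 0.43, so the part of the shift that these controls share depends on the reference population. The ratio of genes above 0.8 to those below -0.6 follows any scaling that dims the arrays of populations 3 and 4. A difference in labelling or amount of target therefore cannot be told apart from a broad increase of transcripts along the Runx1 profile. The rule for this verdict was changed after the values were seen.

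Hbb-bh1 in population 3 stood at 22.4% of its population 4 signal. Carried-over population 4 cells would bring other transcripts too, and 12 genes at least 20-fold higher in population 4 than in populations 1 and 2 had a median share of 5.19% (SD 11.9), with Klf1 at 1.01% and Hbb-y at 2.04%. These argue against carry-over at the measured share of Hbb-bh1, but saturation in population 4 would make that share too high, so carry-over at a lower share stays open. The bounds of this test were changed after values were seen: a first one, that nearly all of these genes lie below Hbb-bh1, was not met, since Plek stood at 44.5%, and the condition that saturation be excluded was added last. Saturation of the array in population 4 cannot be told apart either: the brightest and the dimmest Hbb-bh1 probe set gave shares in a ratio of 0.936, but even the dimmest reached 58.9% of the highest signal of that array. Earlier expression of this globin gene in population 3 stays open as well.

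The bound share was alike in expressed genes above 0.8 and between the limits, with a ratio of 1.04. Counting genes without signal as uncorrelated may lower the share of that class: with all of them counted there, the ratio was 1.93. With these genes sorted by their correlation instead, the form in which the test was first run, the ratio was 1.46. Genes without signal were bound in 1.97%, so adding them had to lower that share, and the ratio of 1.93 cannot decide the question. The paper, moreover, describes its shares as fractions of all expressed genes. No biological explanation was tested for this pattern.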
